# Egr1 deficiency induces browning of inguinal subcutaneous white adipose tissue in mice

**DOI:** 10.1038/s41598-017-16543-7

**Published:** 2017-11-23

**Authors:** Cécile Milet, Marianne Bléher, Kassandra Allbright, Mickael Orgeur, Fanny Coulpier, Delphine Duprez, Emmanuelle Havis

## Abstract

Beige adipocyte differentiation within white adipose tissue, referred to as browning, is seen as a possible mechanism for increasing energy expenditure. The molecular regulation underlying the thermogenic browning process has not been entirely elucidated. Here, we identify the zinc finger transcription factor EGR1 as a negative regulator of the beige fat program. Loss of *Egr1* in mice promotes browning in the absence of external stimulation and leads to an increase of *Ucp1* expression, which encodes the key thermogenic mitochondrial uncoupling protein-1. Moreover, EGR1 is recruited to the proximal region of the *Ucp1* promoter in subcutaneous inguinal white adipose tissue. Transcriptomic analysis of subcutaneous inguinal white adipose tissue in the absence of *Egr1* identifies the molecular signature of white adipocyte browning downstream of *Egr1* deletion and highlights a concomitant increase of beige differentiation marker and a decrease in extracellular matrix gene expression. Conversely, *Egr1* overexpression in mesenchymal stem cells decreases beige adipocyte differentiation, while increasing extracellular matrix production. These results reveal a role for *Egr1* in blocking energy expenditure via direct *Ucp1* transcription repression and highlight *Egr1* as a therapeutic target for counteracting obesity.

## Introduction

White fat browning is a mechanism that produces heat and limits weight gain. The understanding of the molecular regulation underlying white fat browning has sparked interest to counteract obesity.

The adipose tissue of humans and other mammals contains white adipose tissue (WAT) and brown adipose tissue (BAT). WAT and BAT are developmentally and functionally distinct and contain white and brown adipocytes, respectively^1–3^. More recently, a third type of adipocytes has been described within WAT, beige adipocytes. Morphological and molecular analyses showed that brown and beige adipocytes are remarkably similar and express the same thermogenic markers^4^. However beige adipocytes, in contrast to brown adipocytes, express thermogenic markers only after external stimulations, such as cold exposure, starvation, exercise or hormone treatment^5^. In the adult, beige adipocytes are produced by the trans-differentiation of mature white adipocytes^4^ or by *de novo* differentiation of progenitors^6^ in response to external stimulations. This process is referred to as “browning” or “beigeing”^2,7^.

Because the increase of WAT is observed in many metabolic diseases, WAT browning represents a promising therapeutic approach. Consequently, it is crucial to decipher the molecular aspects underlying the beige differentiation program. Adipogenesis is triggered by a core adipogenic network, starting with the expression of *Cebpb* (CCAAT/enhancer binding protein ß), which activates the expression of *Pparg* (Peroxisome proliferator-activated receptor γ) and *Cebpa* (CCAAT/enhancer binding protein α), which in turn activates *Ppara* (Peroxisome proliferator-activated receptor α) expression^8^. Consistent with its thermogenic function, brown/beige differentiated adipocytes express high levels of UCP1, a mitochondrial protein that uncouples oxidative phosphorylation from ATP synthesis^9,10^. The Krebs cycle enzymes, such as OGDH (oxoglutarate dehydrogenase), SUCLA2 (succinate-Coenzyme A ligase) and COX8B (Cytochrome C Oxidase Subunit VIIIb)^11,12^ are also involved in heat production in beige/brown adipose tissue. Consistent with their anti-fat function, brown/beige differentiated adipocytes express factors involved in lipolysis such as PLIN5 (Perilipin 5^13^) and CIDEA (Cell Death-Inducing DFFA-Like Effector A^12^). Beige adipocyte differentiation relies on the expression of a set of transcriptional activators^2,3^. PRDM16 (PR domain containing 16) is considered as a master regulator of the brown/beige program via direct interaction with transcription factors, such as C/EBPβ, PPARα, PPARγ, and PGC-1α (Peroxisome proliferator-activated receptor Gamma Coactivator 1-alpha^14–16^). Of note, beige and white differentiation programs share transcriptional regulators, such as C/EBPβ, which has been shown to be sufficient for *Ucp1* transcription via direct binding to the *Ucp1* proximal promoter *in vitro* ^17,18^. Moreover, *Cebpb* mutant mice display defective thermoregulation^19^. In addition to transcriptional regulators, growth factors such as FGF21 (Fibroblast Growth Factor-21) and BMP4 (Bone morphogenetic Protein-4), adipokines such as leptin and hormones such as T_3_ (Triiodothyronin 3) have been identified as being able to induce the brown/beige fat phenotype^2,20,21^. The T_4_ to T_3_ converting enzyme Desiodase 2 (DIO2) is also involved in the browning process^22^.

The zinc finger transcription factor EGR1 (Early Growth Response-1) is involved in multiple processes including cell proliferation, differentiation, migration, apoptosis, and inflammation in many cell types^23–27^. *Egr1* is expressed in adult adipose tissues^28,29^ where its overexpression has been linked to obesity and obesity-associated metabolic disorders in both humans and mouse models^28,29^. Conversely, Egr1-deficient mice are protected from diet-induced obesity^29^. Consistently, EGR1 inhibits lipolysis and promotes fat accumulation in cultured adipocytes by directly repressing the transcription of the adipose triglyceride lipase (ATGL) gene^30^. Surprisingly, *Egr1* overexpression represses white adipocyte differentiation in the 3T3-L1 and C3H101/2 cell lines^31,32^.

To understand how *Egr1* can both be linked with obesity and adverse metabolic outcomes while repressing differentiation of white adipocytes in culture, we investigated the role of *Egr1* in white adipose tissue development during the postnatal period in female mice. We analysed the consequences of *Egr1* inhibition for subcutaneous inguinal white adipose tissue (SC-WAT) formation during postnatal and adult periods, using a mouse model deficient for *Egr1*, with no external stimulation. We also assessed the consequences of *Egr1* overexpression for beige differentiation in mesenchymal stem cells.

## Results and Discussion

### *Egr1*^−/−^ mice display inguinal subcutaneous white adipose tissue browning with no external stimulation

The subcutaneous inguinal white adipose tissue (SC-WAT) expands during the post-natal period^33^ and is the largest white fat depot in mice^10,34^. Moreover, mouse SC-WAT is comparable in terms of location to the large gluteofemoral subcutaneous depot in humans that is linked to increased risk of developing obesity-related morbidities and mortality^35^. The size and weight of SC-WAT fat pads were similar in *Egr1* ^*+/+*^ and *Egr1* ^−/−^ 4-month-old mice, although the total body weight was slightly reduced in *Egr1* ^−/−^ mice compared to control mice (Fig. 1A–C). These observations suggest that Egr1 loss-of-function leads to a reduced body weight via an increased numbers of active beige adipocytes and potentially through unknown global metabolic processes. *Egr1* expression in SC-WAT was detected in blood vessels (Fig. 1D, arrow a) as previously described^36^ and in adipocytes (Fig. 1D, arrows b,c).

**Figure 1:**
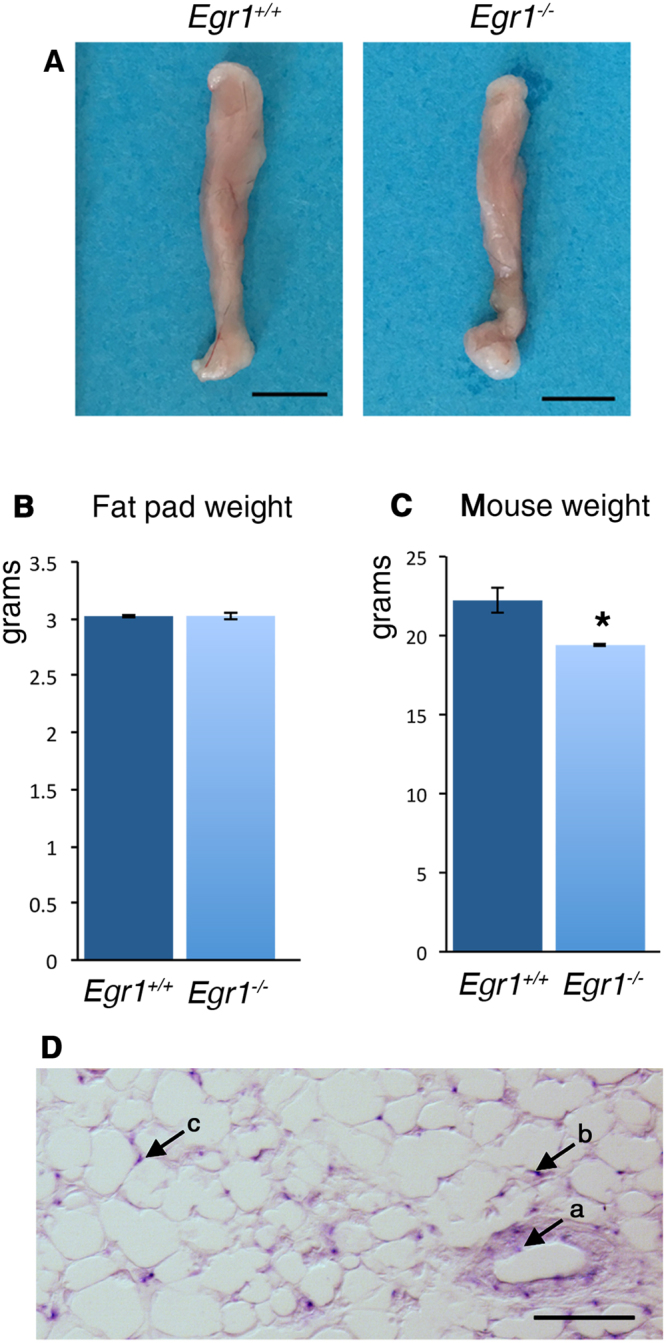
Phenotype of inguinal subcutaneous white adipose tissue in 4-month-old *Egr1* ^−/−^ mice. (**A**) Pictures of fat pads (SC-WAT) from 4-month-old *Egr1* ^+/+^ and *Egr1* ^−/−^ mice. Scale bars: 5 mm. (**B**) Weight in grams of SC-WAT of 4-month-old *Egr1* ^+/+^ and *Egr1* ^−/−^ mice. The graph shows mean ± standard deviations of 6 *Egr1* ^+/+^ fat pads and 8 *Egr1* ^−/−^ fat pads. (**C**) Weight in grams of 4-month-old wild-type and mutant mice. The graph shows means ± standard deviations of 4 *Egr1* ^+/+^ and 4 *Egr1* ^−/−^ mice. The p-value was obtained using the Mann-Whitney test. Asterisk indicates the p-value *P < 0.05. (**D**) SC-WAT of 1-month-old mice was longitudinally sectioned. 6 µm sections were hybridized with the DIG-labeled antisense probe for *Egr1* (blue). Arrow a points *Egr1* expression in blood vessels. Arrows b and c indicate *Egr1* expression in white adipocytes. Scale bars: 50 µm.

The beige adipocytes in SC-WAT of *Egr1* ^+/+^ and *Egr1* ^−/−^ mice were identified by the expression of UCP1 detected both by immunodetection with DAB staining (Fig. 2A,C) or fluorescent staining (Fig. 2B,D) and by the multilocular aspect of the lipid droplets observed in phase contrast images. The white adipocytes were identified by a unilocular lipid droplet observed in phase contrast images (Fig. 2A–D). SC-WAT from 1-month-old (post-natal) and 4-month-old (adult) *Egr1* ^−/−^ mice exhibited increased UCP1 staining compared to *Egr1* ^+/+^ mice (Fig. 2A–D). At birth and during post-natal period, the inguinal subcutaneous adipose tissue of wild-type mice contains beige adipocytes that are out-numbered by the development of increasing numbers of white adipocytes^37^ (Fig. 2E). In contrast, we observed a significant increase of the proportion of beige adipocytes and a reduction in the proportion of white adipocytes in SC-WAT of *Egr1* ^−/−^ mice compared to *Egr1* ^+/+^ mice (Fig. 2E). Consistently, the *Ucp1* mRNA expression levels were increased in *Egr1*-deficient SC-WATs compared to equivalent control SC-WATs (Fig. 2F). SC-WATs of *Egr1* ^−/−^ mice exhibited a higher number of cells compared to *Egr1* ^+/+^ mice at 1 and 4 months of age (Fig. 2G), suggesting that EGR1 repressed adipocyte proliferation. However, we did not observe any difference in cell proliferation rates between 1-month-old and 4-month-old *Egr1* ^−/−^ mice compared to respective controls (see Supplementary Fig. 1). These observations suggest that EGR1 affects cell proliferation of adipocyte progenitors at early stages of adipose tissue development, before 1 month of age. Contrary to our observations, EGR1 has recently been identified to promote self-renewal of adipose progenitors of chin and knee in physio-pathological conditions^38^. These opposite results highlight the heterogeneity of adipocyte progenitors and adipocytes depending on the fat pad location. Heterozygous *Egr1* ^+/−^ mice exhibited an intermediate browning phenotype compared to *Egr1* ^+/+^ and *Egr1* ^−/−^ 4-month-old mice (see Supplementary Fig. 2A). We observed an increase in the number of adipocytes and a higher proportion of beige adipocytes in SC-WAT of *Egr1* ^+/−^ mice compared to *Egr1* ^+/+^ mice (see Supplementary Fig. 2B–C). However, the increase was smaller compared to *Egr1* ^−/−^ mice (Fig. 1E,G).

**Figure 2:**
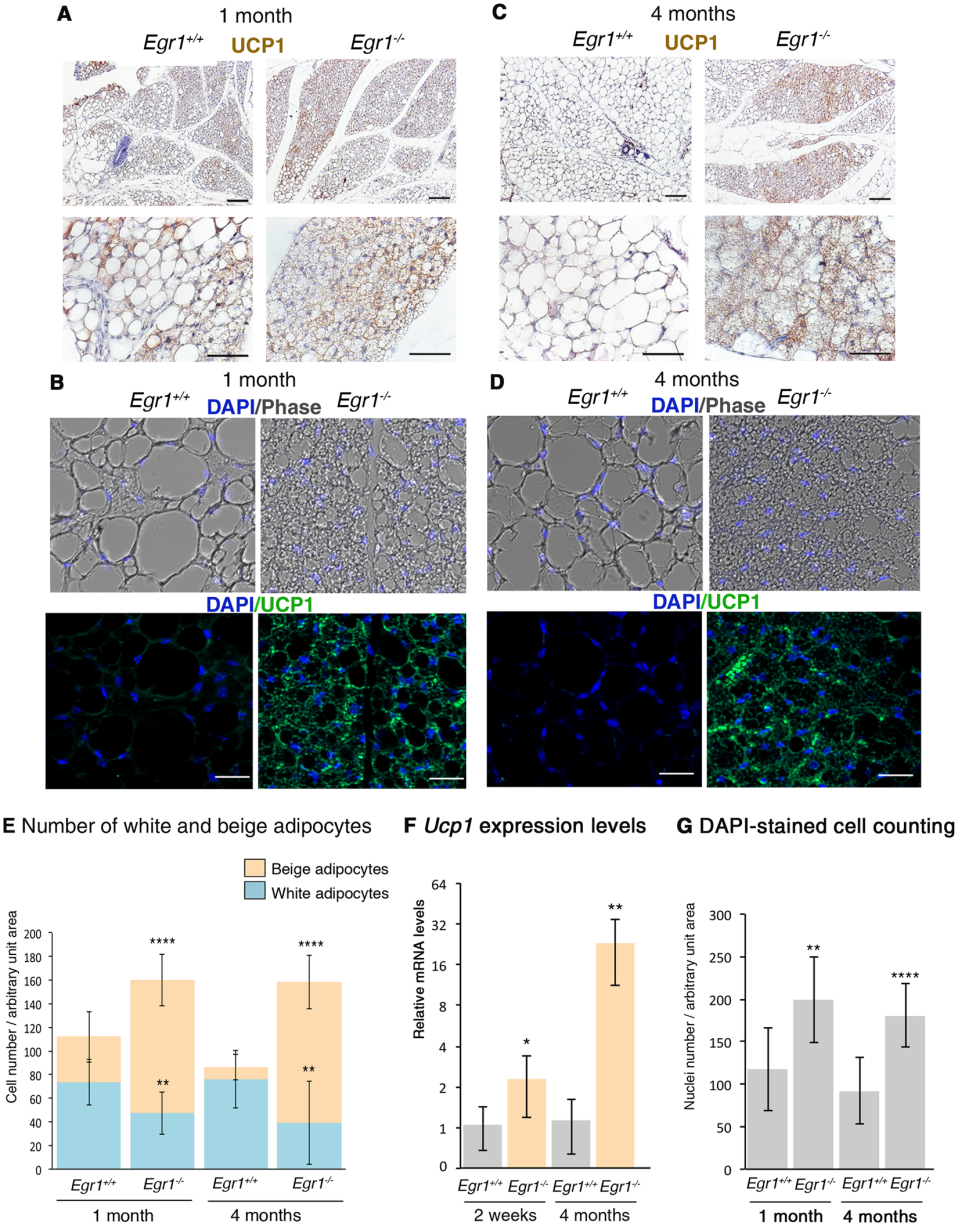
*Egr1* leads to inguinal subcutaneous white adipose tissue browning in postnatal and 4 month-old mice. (**A**–**D**) Sections of SC-WAT of 1-month-old (**A**,**B**) and 4-month-old (**C**,**D**) *Egr1* ^+/+^ and *Egr1* ^−/−^ mice were immuno-stained with UCP1 antibody. Nuclei were visualized with hematoxilin (**A**,**C**) or DAPI (**B**,**D**). (**B**,**D**) upper and lower panels are Dapi/Phase and UCP1/DAPI views of the same field. Scale bars: (**A**,**C**) lower magnification 100 µm, higher magnification 50 µm; (**B**,**D**) 25 µm. (**E**) White and beige adipocyte number was counted in arbitrary unit areas of transverse sections of SC-WAT of 1-month-old Egr1^+/+^ (N = 10) and *Egr1* ^−/−^ (N = 11) mice and 4-month-old *Egr1* ^+/+^ (N = 13) and *Egr1* ^−/−^ (N = 14) mice. Graphs show means of counts generated from 10 to 14 sections for each sample ± standard deviations. Asterisks indicate the p-values obtained using the Mann-Whitney test, comparing beige or white adipocyte number between mutant and control mice **P < 0.01, ****P < 0.0001. (**F**) RT-qPCR analysis of expression levels for beige adipocyte differentiation marker *Ucp1* in SC-WAT of 2-week-old and 4-month-old *Egr1* ^−/−^ mice compared to *Egr1* ^+/+^ mice. Graphs show means ± standard deviations of 5 samples from 2-week-old *Egr1* ^+/+^ and *Egr1* ^−/−^ mice, 6 samples from 4-month-old wild-type mice and 5 samples from 4-month-old *Egr1* ^−/−^ mice. The *Ucp1* mRNA levels of control (*Egr1* ^+/+^) SC-WAT were normalized to 1. The relative mRNA levels were calculated using the 2^−ΔΔCt^ method. The p-values were obtained using the Mann-Withney test. Asterisks indicate the p-values *p < 0.05, **p < 0.01. (**G**) Cell number in SC-WAT in *Egr1* ^+/+^ and *Egr1* ^−/−^ mice. Number of nuclei (DAPI-positive cells) was counted in arbitrary unit areas of transverse sections of SC-WAT of 1 month-old *Egr1* ^+/+^ (N = 10) and *Egr1* ^−/−^ (N = 11) mice and 4 month-old *Egr1* ^+/+^ (N = 13) and *Egr1* ^−/−^ (N = 11) mice. Graphs show means of 10 to 13 sections for each sample ± standard deviations. Asterisks indicate the p-values obtained using the Mann-Whitney test, comparing beige or white adipocyte number between mutant and control mice **P < 0.01, **** P < 0.0001.

We conclude that the increase of *Ucp1* transcript levels, of UCP1 protein and in the density of UCP1+ cells in SC-WAT of *Egr1* ^−/−^ mice (Fig. 2) evidences an increase of WAT browning in *Egr1* ^−/−^ mice with no external stimulation. This result is consistent with the UCP1 increase in visceral perigonadal white adipose previously observed in *Egr1* ^−/−^ mice under high fat diet feeding^29^. We conclude that *Egr1* deficiency promotes spontaneous SC-WAT browning without external stimulation. These results indicate that the presence of *Egr1* in white adipocytes represses spontaneous WAT browning.

### Molecular signature of inguinal subcutaneous white adipose tissue browning downstream of *Egr1*

In order to define the molecular signature underlying WAT browning downstream of Egr1, we performed RNA-sequencing of SC-WAT of 2-week-old *Egr1* ^+/+^ and *Egr1* ^−/−^ mice. 

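Total RNA from the inguinal subcutaneous fat pads of 3 *Egr1* +/+ and 3 *Egr1* -/- female mice was depleted of ribosomal RNA and sequenced with a strand-specific protocol, 1 library per mouse. The paper gives 51-bp paired-end reads with a mean of 56.9 ± 6.3 M reads per sample, while the sample records give 50-nt single-end reads and 52 to 78 M reads per sample. The authors mapped the reads to GRCm38, counted them on the genes of GENCODE M8 with featureCounts, and deposited the raw counts per gene for each mouse. The counts on genes summed to 33718120, 30633901 and 36875648 in *Egr1* +/+ replicates 1 to 3, with a median of 33718120. They summed to 42357981, 29661984 and 29908114 in *Egr1* -/- replicates 1 to 3, with a median of 29908114. Mitochondrial genes took 55.4%, 57.4% and 50.0% of the counts in the *Egr1* +/+ mice and 66.3%, 57.6% and 54.9% in the *Egr1* -/- mice. The mitochondrial ribosomal RNA gene *mt-Rnr2* alone held between 40.7% and 45.2% of the counts in *Egr1* +/+ mice and between 44.4% and 52.4% in *Egr1* -/- mice. Without the mitochondrial genes, 13062221 to 18449896 counts per *Egr1* +/+ mouse and 12572968 to 14292061 per *Egr1* -/- mouse remained. Counts were normalized for library size and composition by edgeR's TMM method, and genes with too few counts for a test were removed by its filterByExpr function, which left 17667 genes. Genotypes were compared with edgeR's quasi-likelihood test, and the p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Expression levels are given in CPM, counts relative to the normalized library size. The mice carry replicate numbers 1 to 3 within each genotype, and the paper states that 1 *Egr1* +/+ and 1 *Egr1* -/- mouse were littermates without naming them. The comparison was therefore made without a pairing, and repeated with the replicate number as a block. The paper gives 4 litters for these mice, so more of them than that pair shared a litter. The mice of a genotype may thus not be fully independent, which the block cannot address.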

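*Egr1* (ENSMUSG00000038418.7), the inactivated gene, had 353, 241 and 711 counts in the *Egr1* +/+ mice and 103, 84 and 57 counts in the *Egr1* -/- mice. Its expression was 11.6 ± 4.39 CPM (SD, n = 3 mice) in *Egr1* +/+ SC-WAT and 2.55 ± 0.64 CPM (SD, n = 3) in *Egr1* -/- SC-WAT. The log2 fold change was -2.19 (standard error 0.299), with an adjusted p of 0.0879 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every *Egr1* -/- mouse had less *Egr1* than every *Egr1* +/+ mouse (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow). With each mouse left out in turn, its log2 fold change stayed between -2.39 and -1.84. Across the transcriptome, 3 genes passed the adjusted threshold, all increased in *Egr1* -/- mice, and 0 decreased genes did. At an unadjusted p under 0.05 there were 1884 genes, 894 increased and 990 decreased. The alternative that moved the number most was leaving out the filter on low counts, which gave 552 genes among 38261 tested. In that fit the variation between mice was taken from all genes together, not from each gene. Its prior degrees of freedom were infinite, against 5.07 in the main fit. DESeq2, the method the paper used, gave 342 genes on the same counts, 133 increased and 209 decreased. With the replicate number as a block, 0 genes passed the threshold and 1909 had an unadjusted p under 0.05. After the genotype means were removed, same-numbered mice had a mean correlation across 17667 genes of -0.0363, with -0.0888, 0.106 and -0.126 for replicates 1 to 3. Among the 6 ways to match the mice of the genotypes, whose means ran from -0.0948 to 0.139, 3 had a mean as high as this one, itself included. In the block fit the log2 fold change of *Egr1* was -2.14 (adjusted p = 0.198 from the same edgeR test).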

336 differentially expressed genes were significantly detected in *Egr1*-deficient SC-WAT compared to control SC-WAT. The 132 upregulated differentially expressed genes (Fig. 3A, see Supplementary Fig. 3) were subjected to functional annotation clustering according to their Gene Ontology (GO) classification, in the “*Biological Process*” category (see Supplementary Fig. 4). 

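The 3 increased genes were *Trim67*, *Gm8822* and *Eif3s6-ps2*, each with an adjusted p of 0.0473 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trim67* (ENSMUSG00000036913.14; GRCm38 chromosome 8, 124793092 to 124834713) is a protein-coding gene. It rose from 4.66 ± 0.938 CPM (SD, n = 3) to 14.6 ± 1.98 CPM (SD, n = 3), a log2 fold change of 1.65 (standard error 0.184). *Gm8822* (ENSMUSG00000082319.3; chromosome X, 81820384 to 81822730) had 15, 11 and 15 counts in *Egr1* +/+ mice and 116, 325 and 360 counts in *Egr1* -/- mice. *Eif3s6-ps2* (ENSMUSG00000091697.1; chromosome 18, 90310868 to 90312190) had 0, 0 and 1 counts in *Egr1* +/+ mice and 49, 56 and 31 in *Egr1* -/- mice. The log2 fold changes were 4.47 (standard error 0.475) for *Gm8822* and 6.79 (standard error 0.711) for *Eif3s6-ps2*. Both are annotated as processed pseudogenes and can share reads with their parent genes, since *Gm8822* is 98.8% identical to *Actr3* over 2348 bases and *Eif3s6-ps2* is 96.0% identical to *Eif3e* over 1338 bases. None of the 3 kept an adjusted p under 0.05 with the replicate number as a block or with upper-quartile normalization. All 45 genes listed in Fig. 3A were tested and all had a positive log2 fold change, from 0.64 to 1.91 with a median of 0.82. In each of the 45, every *Egr1* -/- mouse was higher than every *Egr1* +/+ mouse, and the sign held in each of the 6 fits that left out 1 mouse. Their adjusted p-values ran from 0.0879 to 0.26 in edgeR, so 0 of the 45 passed the threshold, while 45 had an unadjusted p under 0.05. In DESeq2, 45 of the 45 passed. The paper had picked these genes with DESeq2 from the same mice. Their direction, separation and DESeq2 result were thus nearly fixed in advance and are no independent support.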

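Gene Ontology terms were not used here, and the mouse Reactome pathways took their place. Among the 18 tested genes of the citric acid cycle pathway, 18 had higher expression in *Egr1* -/- SC-WAT, with a median log2 fold change of 0.53. The genes with the lowest p in this pathway were *Ogdh*, *Cs* and *Mdh2*. Of the 73 genes of respiratory electron transport, 70 were higher and 3 lower, with a median log2 fold change of 0.29. The camera test of limma, with its preset inter-gene correlation of 0.01, gave an unadjusted p of 5.505e-11 for the citric acid cycle and 1.182e-13 for respiratory electron transport. With the correlation estimated from the data in its place, p was 0.1415 and 0.1644, above the threshold in both pathways. With the replicate number as a block, the median log2 fold changes were 0.51 and 0.30. Across the 6 fits that left out 1 mouse each, they ran from 0.37 to 0.65 and from 0.21 to 0.42. Over-representation was tested with the one-sided Fisher's exact test in 878 pathways, against the 5073 tested genes with a pathway annotation. The increased genes held 0 annotated genes, so 0 pathways passed, and 0 had an unadjusted p under 0.05. Among the genes increased in DESeq2, 63 were annotated and 5 pathways passed after Benjamini-Hochberg adjustment. The first was pyruvate metabolism and the citric acid cycle, with 12 of its 39 genes where 0.484 were expected (adjusted p = 1.189e-11, Fisher's exact test with Benjamini-Hochberg adjustment). The citric acid cycle alone had 9 of 18 genes among them, and fatty acid, triacylglycerol and ketone body metabolism had 13 of 83.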

Among the 132 upregulated genes, the GO terms “*NADH metabolic process*”, “*Tricarboxylic acid cycle*”, “*Brown fat cell differentiation*” and “*Fatty acid metabolic process*” exhibited the highest enrichment scores (see Supplementary Fig. 4). 

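*Ucp1* (GRCm38 chromosome 8, 83290352 to 83298452) rose from 340.5 ± 52.1 CPM (SD, n = 3) in *Egr1* +/+ SC-WAT to 792 ± 197 CPM (SD, n = 3) in *Egr1* -/- SC-WAT. Its log2 fold change was 1.22 (standard error 0.207), with an adjusted p of 0.151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each mouse left out in turn it stayed between 1.07 and 1.41. *Dio2* rose from 13.5 ± 5.04 to 50.9 ± 17.9 CPM (SD, n = 3 in each group), a log2 fold change of 1.91 (standard error 0.321, edgeR adjusted p = 0.151). *Ppargc1a* rose from 29.5 ± 8.59 to 62.2 ± 16.0 CPM (SD, n = 3 in each group), a log2 fold change of 1.08 (standard error 0.244, edgeR adjusted p = 0.193). *Cidea* went from 112 ± 26.8 to 219.8 ± 60.2 CPM and *Cox8b* from 44.6 ± 2.23 to 75.4 ± 17.0 CPM (SD, n = 3 in each group). The log2 fold changes were 0.97 (standard error 0.227) for *Cidea* and 0.76 (standard error 0.164) for *Cox8b*. *Pank1* and *Plin5* both rose by 0.94 on the log2 scale, with standard errors of 0.171 and 0.161. *Ogdh* rose by 0.74 (standard error 0.178) and *Sucla2* by 0.72 (standard error 0.197). In each of these genes every *Egr1* -/- mouse was higher than every *Egr1* +/+ mouse (exact permutation test, two-sided p = 0.1). None passed the adjusted threshold in edgeR, and each did in DESeq2, where the adjusted p was 6.1e-08 for *Ucp1* with Benjamini-Hochberg adjustment. The paper had found these genes with DESeq2 in the same mice.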

Consistent with the beige phenotype (Fig. 2), the key beige adipocyte markers, *Ppargc1a*, *Ucp1*, *Cox8b*, *Cidea* ^7^ and other genes known to be involved in the beige differentiation program, *Dio2*, *Pank1*, *Plin5*, *Ogdh* and *Sucla2* ^11,22,39,40^ were identified as upregulated genes (Fig. 3A). The increased expression of these beige genes was confirmed by RT-qPCR at 2 weeks and 4 months of age (Fig. 3B,C). In addition, the generic adipogenesis regulators also known to be involved in beige differentiation, *Cepbb* ^41^ and *Ppara* ^42^ displayed an increased expression in *Egr1*-deficient SC-WAT (Fig. 3A–C). 

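*Cebpb* (GRCm38 chromosome 2, 167688915 to 167690418) was expressed at 16.1 ± 2.53 CPM (SD, n = 3) in *Egr1* +/+ SC-WAT and at 25.8 ± 4.63 CPM (SD, n = 3) in *Egr1* -/- SC-WAT. The log2 fold change was 0.68 (standard error 0.168), and it ran from 0.58 to 0.82 with each mouse left out in turn. *Ppara* (chromosome 15, 85734983 to 85802819) rose from 27.0 ± 3.98 to 47.8 ± 15.6 CPM (SD, n = 3 in each group). Its log2 fold change was 0.82 (standard error 0.218), and it ran from 0.53 to 1.00 with each mouse left out. The adjusted p was 0.226 for *Cebpb* and 0.236 for *Ppara* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DESeq2 it was 0.0207 and 0.0087, also after Benjamini-Hochberg adjustment. Among other regulators of adipogenesis, *Pparg* changed by -0.06, *Cebpa* by 0.32 and *Prdm16* by 0.52 on the log2 scale, with edgeR adjusted p-values of 0.907, 0.474 and 0.577. With each mouse left out, these changes ran from -0.19 to 0.0030, from 0.19 to 0.46 and from 0.30 to 0.89. With the replicate number as a block, the 11 beige and adipogenesis genes had log2 fold changes from 0.67 to 1.93 and adjusted p-values from 0.142 to 0.301 in edgeR.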

Interestingly, there was no modification of expression of signalling molecules controlling beige differentiation such as FGF21, BMP4 or Leptin. This indicates that the transcription factor EGR1 negatively regulates the transcription of beige differentiation markers. 

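*Fgf21* had 0, 0 and 0 counts in the *Egr1* +/+ mice and 2, 1 and 0 counts in the *Egr1* -/- mice, and was too low to be tested. *Bmp4* had 94, 56 and 119 counts in *Egr1* +/+ mice and 70, 66 and 48 counts in *Egr1* -/- mice, a log2 fold change of -0.35 (standard error 0.259). Its adjusted p was 0.700 in edgeR's quasi-likelihood test and 0.811 in DESeq2, both with Benjamini-Hochberg adjustment. *Lep*, which encodes leptin, had 342 ± 35.4 CPM (SD, n = 3) in *Egr1* +/+ SC-WAT and 229.9 ± 42.1 CPM (SD, n = 3) in *Egr1* -/- SC-WAT. The log2 fold change of *Lep* was -0.57 (standard error 0.160, edgeR adjusted p = 0.256). Every *Egr1* -/- mouse had less *Lep* than every *Egr1* +/+ mouse (exact permutation test, two-sided p = 0.1). In DESeq2 the adjusted p of *Lep* was 0.0203, and without the filter on low counts it was 0.0425 in edgeR, both with Benjamini-Hochberg adjustment. The fit without the filter took the variation between mice from all genes together, not from *Lep* itself. With the replicate number as a block its log2 fold change was -0.58.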

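The 11 beige and adipogenesis genes named from Fig. 3A had a median log2 fold change of 0.94, and 11 of 11 were higher in every *Egr1* -/- mouse than in every *Egr1* +/+ mouse. The paper had picked them from the same mice, so this is no independent support. From the increase of these genes without a change of FGF21, BMP4 or Leptin, the paper concludes that EGR1 represses the transcription of beige markers.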

To test whether this regulation was direct, we performed Chromatin immunoprecipitation (ChIP) experiments from the SC-WAT of 2-week-old mice on key beige markers. EGR1 was recruited to the *Ucp1* proximal promoter in SC-WAT (Fig. 3D,E), showing a direct transcriptional regulation by EGR1. EGR1 was also recruited to the *Cebpb* promoter (Fig. 3D,E) but not to that of *Ppapgc1* gene (Fig. 3D), highlighting a direct and an indirect transcriptional regulation of these two genes by EGR1. These results show that EGR1 exerts its transcriptional repression of the beige program at two levels at least, through the direct recruitment of the main beige differentiation marker *Ucp1* and also through the direct recruitment to the *Cebpb* gene, which is known to regulate *Ucp1* transcription^17^.

**Figure 3:**
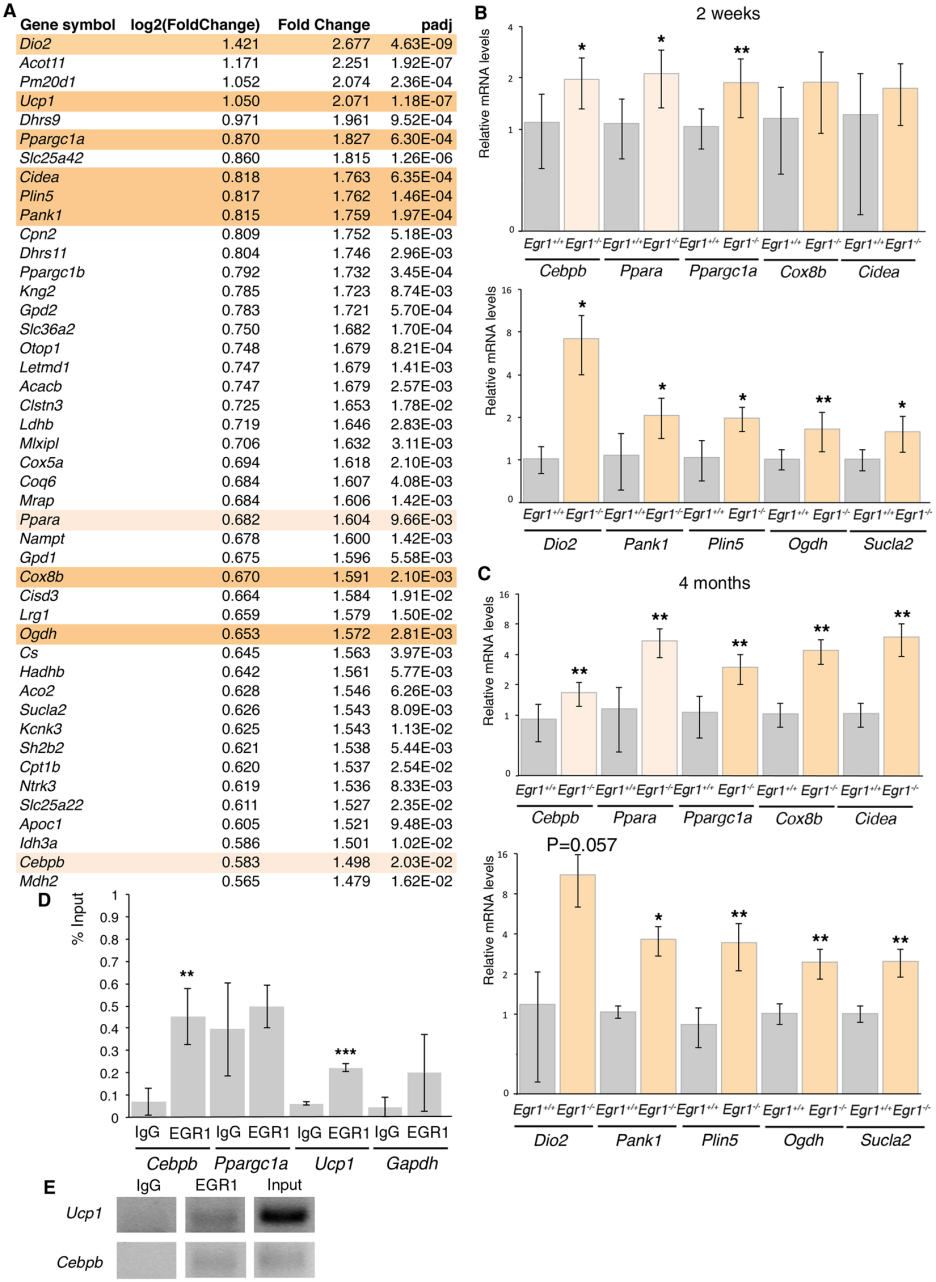
Transcriptomic analysis of subcutaneous inguinal adipose tissue of postnatal *Egr1* ^−/−^ versus *Egr1* ^+/+^ mice shows upregulation of beige adipocyte markers. (**A**) List of the first 45 upregulated genes in 6 inguinal subcutaneous fat pads of 3 *Egr1* ^−/−^ versus 3 *Egr1* ^+/+^ 2-week-old mice. (**B**,**C**) RT-qPCR analysis of the expression levels for generic adipocyte differentiation markers *Cebpb*, *Ppara*, beige adipocyte differentiation marker, *Ppargc1a*, *Cox8b*, *Cidea*, *Dio2*, *Pank1*, *Plin5*, *Ogdh* and *Sucla2* in SC-WAT of 2-week-old (**B**) and 4-month-old (**C**) *Egr1* ^−/−^ mice compared to *Egr1* ^+/+^ mice. For each gene, the mRNA levels of control (*Egr1* ^+/+^) SC-WAT were normalized to 1. Graphs show means ± standard deviations of 5 samples from 2-week-old *Egr1* ^+/+^ mice and *Egr1* ^−/−^ mice, 6 samples from 4-month-old *Egr1* ^+/+^ mice and 5 samples from *Egr1* ^−/−^ mice. The relative mRNA levels were calculated using the 2^−ΔΔCt^ method. The p-values were obtained using the Mann-Withney test. Asterisks indicate the p-values *p < 0.05, **p < 0.01. (**D**) Chromatin Immunoprecipitation (ChIP) assays were performed from 60 fat pads of wild type 2-week-old mice with antibodies against EGR1 or IgG2 as irrelevant antibody in three independent biological experiments. ChIP products were analyzed by RT-q-PCR (N = 2). Primers targeting the proximal promoter regions of *Cebpb* and *Ucp1* revealed the recruitment of EGR1 in the vicinity of these sequences, while primers targeting the proximal promoter regions of *Ppargc1a* and *Gapdh* (negative controls) did not show any immunoprecipitation with EGR1 antibody compared to IgG2 antibody. Results were represented as percentage of the input. Error bars showed standard deviations. The p-values were obtained using the Mann-Withney test. Asterisks indicate the p-values, **p < 0.01, ***p < 0.001. (**E**) ChIP-qPCR samples were loaded on agarose gel and confirmed a specific amplification of *Cebpb* and *Ucp1* promoter regions after chromatin immunoprecipitation using EGR1 antibody. No DNA was immunoprecipitated by irrelevant IgG antibody. Input chromatin was diluted 2 times for *Ucp1* qPCR and 4 times for *Cebpb* qPCR.

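In *Egr1* -/- SC-WAT, 0 genes were decreased past the adjusted threshold in edgeR, and 990 were decreased at an unadjusted p under 0.05. In the Reactome pathway of extracellular matrix organization, 151 of the 208 tested genes were lower and 57 higher. Their median log2 fold change was -0.23, and the genes with the lowest p were *Lum*, *Col14a1* and *Dcn*. Among the 39 tested collagen genes, 28 were lower and 11 higher, with a median log2 fold change of -0.34. The camera test with its preset correlation gave an unadjusted p of 5.631e-09 for the matrix pathway and 3.71e-05 for the collagen genes. With an estimated correlation, p was 0.08144 and 0.154, above the threshold in both sets. The medians ran from -0.27 to -0.19 and from -0.40 to -0.21 when each mouse was left out, and were -0.23 and -0.37 with the replicate number as a block. Over-representation among the decreased genes gave 0 of 878 pathways, since no gene passed, with 0 at an unadjusted p under 0.05. Among the genes decreased in DESeq2, 83 had a pathway annotation, and 19 pathways passed Fisher's exact test with Benjamini-Hochberg adjustment. Extracellular matrix organization came first, with 25 of its 208 genes where 3.40 were expected (adjusted p = 5.939e-13, Fisher's exact test with Benjamini-Hochberg adjustment). Degradation of the extracellular matrix had 15 of 86 genes and collagen degradation 9 of 49 genes in that list.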

The 204 downregulated differentially expressed genes (Fig. 4A, see Supplementary Fig. 5) in SC-WAT of *Egr1* ^−/−^ mice were enriched for the GO terms *“Collagen fibril organization*”, “*Collagen catabolic process*” and “*Extracellular matrix organization*” (see Supplementary Fig. 6). WAT produces extracellular matrix (ECM) whose composition and remodelling is crucial for adipocyte function^43^. Conversely, the expansion of adipose tissue during obesity leads to tissue remodelling and is associated with overexpression of *Col1a1*, *Col5a2*, *Fn1*, *Dcn* and the matrix metalloprotease *Mmp2* genes^44–48^. 

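*Dcn*, which encodes decorin, fell from 418 ± 36.7 CPM (SD, n = 3) in *Egr1* +/+ SC-WAT to 227 ± 35.9 CPM (SD, n = 3) in *Egr1* -/- SC-WAT. Its log2 fold change was -0.88 (standard error 0.150, adjusted p = 0.151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Col14a1* fell from 194 ± 8.31 to 115 ± 12.1 CPM (SD, n = 3 in each group), a log2 fold change of -0.76 (standard error 0.122, edgeR adjusted p = 0.146). *Col1a1* fell from 828 ± 60.2 to 540 ± 108 CPM (SD, n = 3 in each group), a log2 fold change of -0.62 (standard error 0.166, edgeR adjusted p = 0.242). The log2 fold change was -0.75 for *Fn1* (standard error 0.150), -0.68 for *Postn* (standard error 0.152) and -0.67 for *Col5a2* (standard error 0.146). *Col1a2* and *Mmp2* changed least among these genes, by -0.58 (standard error 0.158) and -0.52 (standard error 0.135). All 8 genes were lower in every *Egr1* -/- mouse than in every *Egr1* +/+ mouse, and 8 had an unadjusted p under 0.05. None of the 8 passed the adjusted threshold in edgeR, whereas 8 did in DESeq2, with adjusted p-values from 5.1e-06 to 0.0353 (Benjamini-Hochberg adjustment). The paper had found these 8 genes with DESeq2 in the same mice. With the replicate number as a block, the 8 log2 fold changes lay between -0.89 and -0.52, with edgeR adjusted p-values from 0.211 to 0.322.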

In the transcriptome of *Egr1*-deficient SC-WAT, *Col1a1*, *Col1a2*, *Col5a2*, *Col14a1*, *Fn1*, *Post*, *Dcn* and *Mmp2* were downregulated (Fig. 4A), which was confirmed by RT-qPCR in SC-WAT of 2 week- and 4 month-old mice (Fig. 4B,C). We conclude that *Egr1*-deficiency represses ECM genes associated with obesity. 

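All 42 genes listed in Fig. 4A had a negative log2 fold change, from -0.99 to -0.52 with a median of -0.71. In 41 of the 42, every *Egr1* -/- mouse was lower than every *Egr1* +/+ mouse. The exception was *Vnn3*. With edgeR, 0 of the 42 passed the adjusted threshold and 42 had an unadjusted p under 0.05. With DESeq2, 41 passed, and *Adamtsl4* had an adjusted p of 0.0513 (Benjamini-Hochberg adjustment). The list came from the paper's DESeq2 run on the same mice, so its direction and DESeq2 result are no independent support.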

Our results indicate that WAT browning is associated with alteration of ECM composition. The inverse correlation between WAT browning and ECM is consistent with the suppression of brown adipogenesis in favour of fibrogenesis in mice^49^.

**Figure 4:**
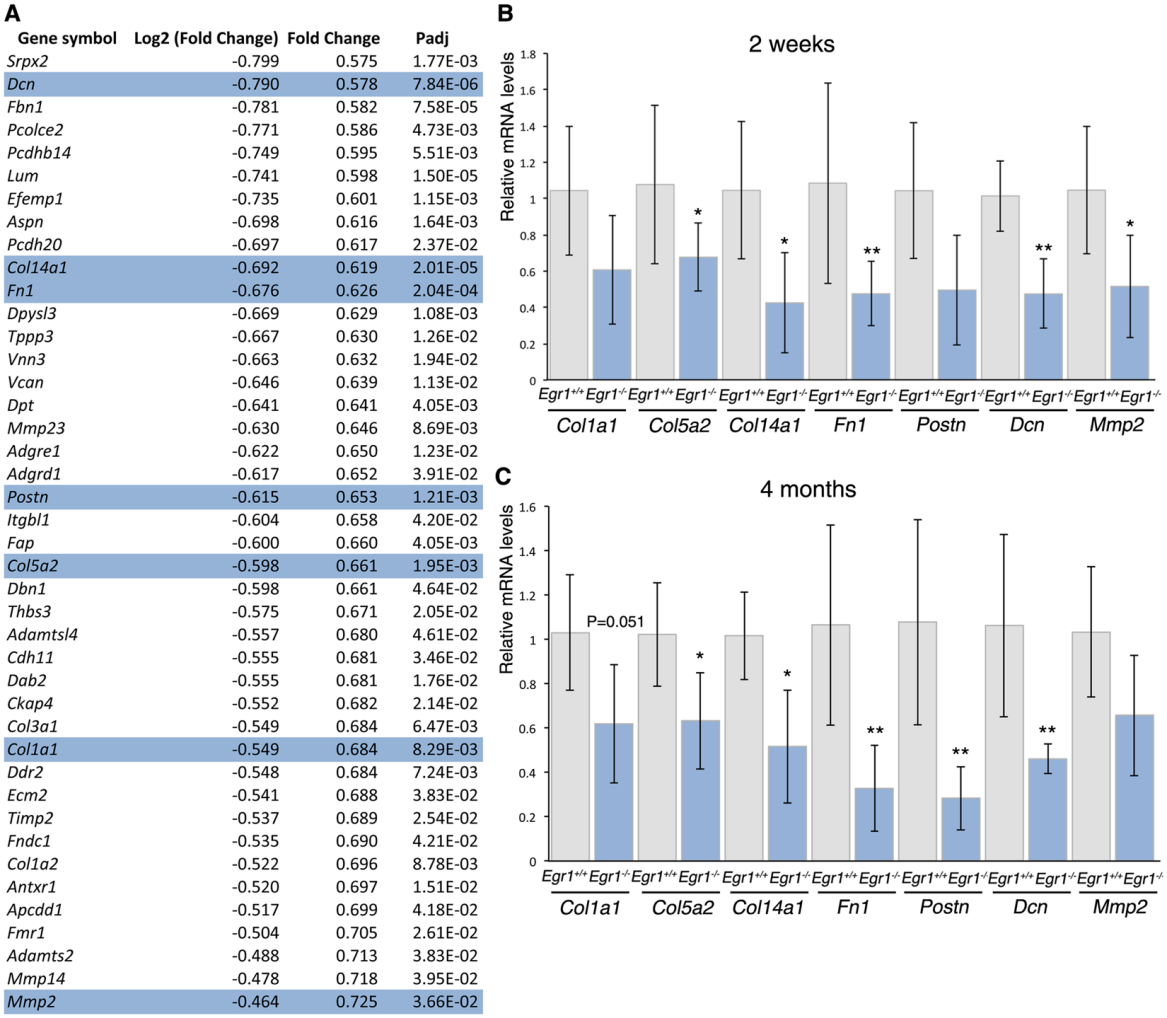
Transcriptomic analysis of the subcutaneous inguinal adipose tissue of postnatal *Egr1* ^−/−^ versus *Egr1* ^+/+^ mice reveals downregulation of extracellular matrix genes. (**A**) List of downregulated extracellular matrix genes in 6 inguinal subcutaneous fat pads of 3 *Egr1* ^−/−^ versus 3 *Egr1* ^+/+^ 2-week-old mice. (**B**,**C**) RT-qPCR analysis of gene expression levels for extracellular matrix genes, *Col1a1*, *Col5a2*, *Col14a1*, *Fn1*, *Postn*, *Dcn* and *Mmp2*, in SC-WAT of 2-week-old (**B**) and 4-month-old (**C**) *Egr1* ^+/+^ and *Egr1* ^−/−^ mice. For each gene, the mRNA levels of control (*Egr1* ^+/+^) SC-WAT were normalized to 1. Graphs show means ± standard deviations of 5 samples from 2-week-old *Egr1* ^+/+^ mice and *Egr1* ^−/−^ mice, 6 samples from 4-month-old *Egr1* ^+/+^ mice and 5 samples from *Egr1* ^−/−^ mice. The relative mRNA levels were calculated using the 2^−ΔΔCt^ method. The p-values were obtained using the Mann-Withney test. Asterisks indicate the p-values *p < 0.05, **p < 0.01.

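The expression of each beige, adipogenesis and ECM gene in each mouse was divided by the mean of the 3 *Egr1* +/+ mice and put on the log2 scale.

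**Figure D1:**
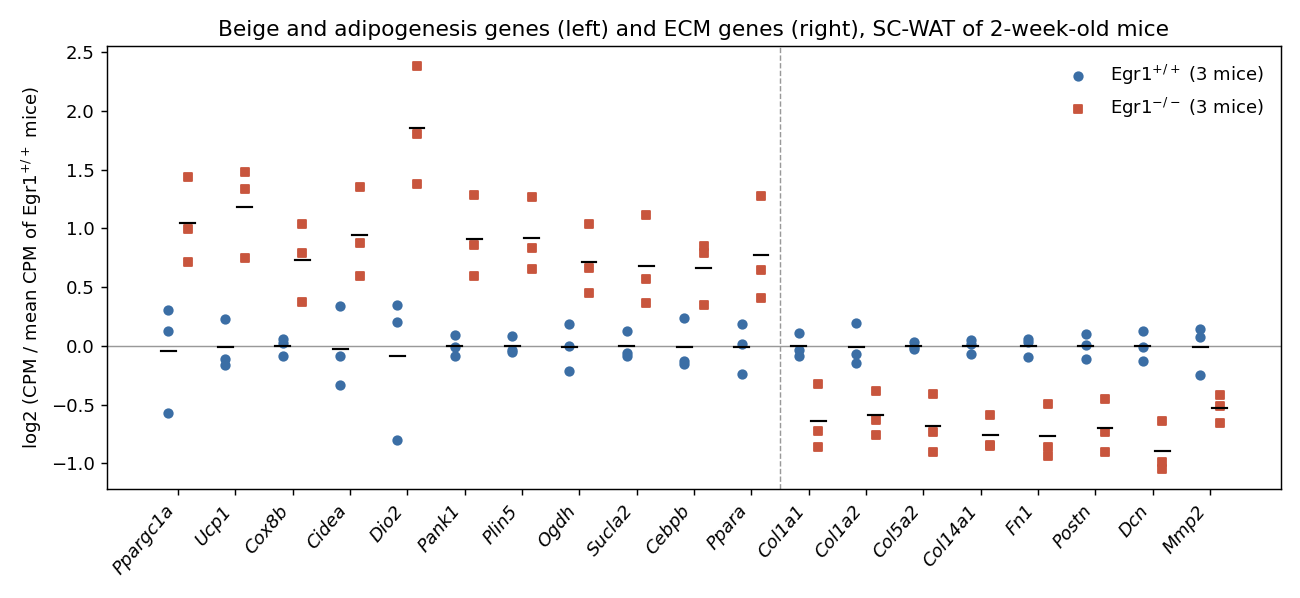
Log2 of each mouse's CPM over the mean CPM of the *Egr1* +/+ mice (y axis). The x axis holds 11 beige and adipogenesis genes and 8 ECM genes, which the paper named as changed in the same mice. Points are the 3 *Egr1* +/+ and 3 *Egr1* -/- mice, black bars are the means of 3 mice, and in all 19 genes the 3 *Egr1* -/- mice lie on one side of the 3 *Egr1* +/+ mice.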

The concomitant upregulation of beige differentiation genes and downregulation of ECM genes is a signature of WAT browning downstream of *Egr1* deletion without any external stimulation.

### Mutual exclusive expression of Fibronectin and UCP1 in inguinal subcutaneous adipose tissue of *Egr1*^−/−^ mice

Adipocyte ECM is an important component of white adipogenesis in normal or pathological conditions^43,44,48^. However, little is known for ECM-adipocyte interaction during beige adipogenesis. The ECM protein Fibronectin (FN) has been linked with obesity and adipose tissue fibrosis^50^. EGR1 has been previously shown to directly regulate *Fn1* transcription in human glioblastoma cells^51^. We analysed FN expression in SC-WAT in Egr1 deletion conditions (Fig. 5). Although immunohistochemistry on tissue section is not a quantitative technique, we observed a global decrease of FN expression in SC-WAT, concomitant with an increase of UCP1 expression in 1 month *Egr1* ^−/−^ compared to *Egr1* ^+/+^ mice (Fig. 5A). The decrease of FN protein (Fig. 5A) was fully consistent with the down-regulation of *Fn1* mRNA levels (Fig. 4B,C) in *Egr1*-deficient SC-WAT. FN expression was not observed around the UCP1 + beige adipocytes in SC-WAT of 1-month-old *Egr1* ^−/−^ mice, while FN was produced by white adipocytes in 1-month-old *Egr1* ^+/+^ mice (Fig. 5B). It has to be noticed that FN was observed surrounding the beige adipocyte areas (Fig. 5B). Similar results were found at 4 months of age, where FN was not detected around UCP1+ beige adipocytes, while being expressed around white adipocytes in 4-month-old *Egr1* ^+/+^ mice and *Egr1* ^+/+^ mice, respectively (Fig. 5D). We conclude that WAT browning in *Egr1* ^−/−^ mice is associated with an absence of FN expression by UCP1+ beige adipocytes. This result highlights an inverse correlation between the browning process and the expression of the ECM protein FN.

**Figure 5:**
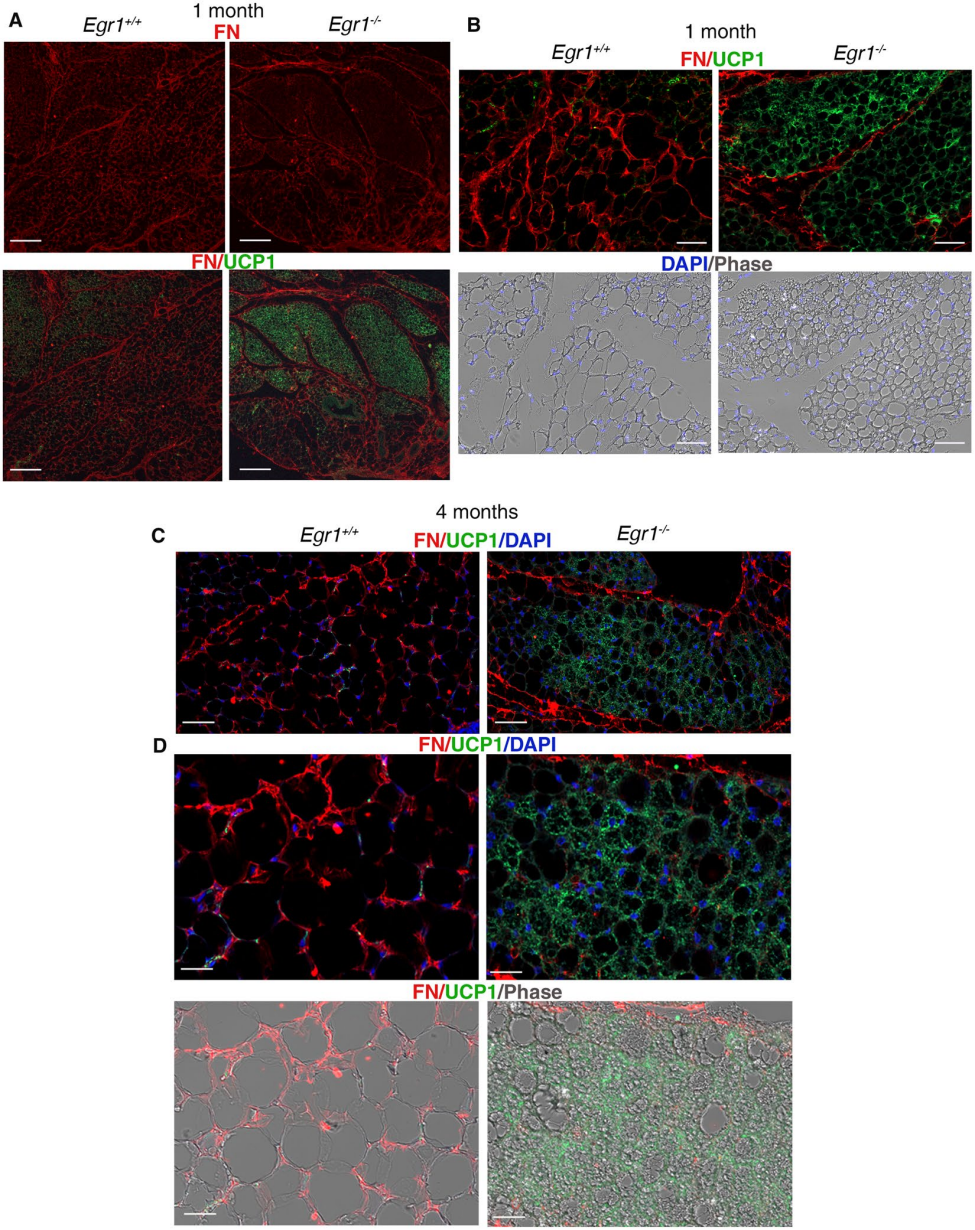
Fibronectin localization in SC-WATs of *Egr1* ^+/+^ and *Egr1* ^−/−^ mice. SC-WATs of 1-month-old (**A**,**B**) and 4-months-old (**C**,**D**) *Egr1* ^+/+^ and *Egr1* ^−/−^ mice were sectioned transversely and immuno-stained with Fibronectin FN (red) and UCP1 (green) antibodies. Nuclei were visualized with DAPI (blue). Individual channel or merged channels are indicated in panels. (**A**) Low magnifications show that FN (red) is less expressed in UCP1-positive areas (green) compared to UCP1-negative areas in 1-month-old *Egr1* ^+/+^ and *Egr1* ^−/−^ mice. Scale bars, 200 µm. (**B**) High magnifications show that FN is absent around UCP1 + beige adipoctytes in 1-month-old *Egr1* ^−/−^ compared to *Egr1* ^+/+^ mice, while being present around white adipoctyes in *Egr1* ^+/+^ mice. Scale bars, 50 µm. (**C**,**D**) At 4 months of age, FN is also absent around UCP1 + beige adipoctyes of SC-WATs from *Egr1* ^−/−^, while being present around white adipocytes in *Egr1* ^+/+^ mice. Scale bars, (**C**) 50 µm (**D**) 25 µm. (**B**–**D**) FN surrounds the regions of beige adipocytes.

### Forced *Egr1* expression in mouse mesenchymal stem cells reduces beige marker expression and promotes extracellular matrix gene expression

The spontaneous WAT browning in *Egr1* ^−/−^ mice and the direct transcriptional regulation of *Ucp1* gene by EGR1 in SC-WAT suggested that EGR1 repressed beige adipocyte differentiation. EGR1 gain-of-function experiments were performed in mouse mesenchymal stem cells, C3H10T1/2 cells, cultured under beige adipocyte differentiation conditions. Consistent with the increase in the number of adipocytes in SC-WAT of *Egr1* ^−/−^ (Fig. 2G), we observed a decreased number of C3H10T1/2-*Egr1* cells compared to C3H10T1/2 cells at day 0 and after 8 days of culture in the beige differentiation medium (Fig. 6A,B). Under beige stimulation, C3H10T1/2 cells acquired a beige phenotype, visualized by the appearance of numerous small lipid droplets and UCP1 expression within their cytoplasm (Fig. 6A). In contrast, C3H10T1/2-*Egr1* cells did not express UCP1 under beige stimulation, showing that EGR1 repressed the expression of the key thermogenic beige marker (Fig. 6A). Consistent with the absence of UCP1 protein (Fig. 6A), *Ucp1* mRNA levels were never increased in the context of *Egr1* overexpression (Fig. 6C). This observation fits with EGR1 recruitment to *Ucp1* promoter observed in SC-WAT (Fig. 3D,E). However, small lipid droplets were still observed in C3H10T1/2-*Egr1* cells, indicating that EGR1 repressed part of the beige phenotype through the repression of UCP1, but did not fully abolish the formation of lipid droplets (Fig. 6A). The expression of *Cebpb* and *Ppara* genes was significantly reduced in C3H10T1/2-*Egr1* cells compared to control cells as that of *Cidea*, *Plin5*, *Pank1*, *Ogdh and Sucla2* genes (Fig. 6C). This showed that beige differentiation and the heat-producing ability of C3H10T1/2 cells were impaired upon *Egr1* overexpression. *Egr1* overexpression also blocked white adipocyte differentiation in C3H10T1/2 cells (see Supplementary Fig. 7), as previously observed^32^. The inhibition of both beige and white differentiation programs by EGR1 is to be related with the direct (*Cebpb*) and indirect transcriptional regulation of generic adipogenesis genes by EGR1 (Fig. 3B–D).

**Figure 6:**
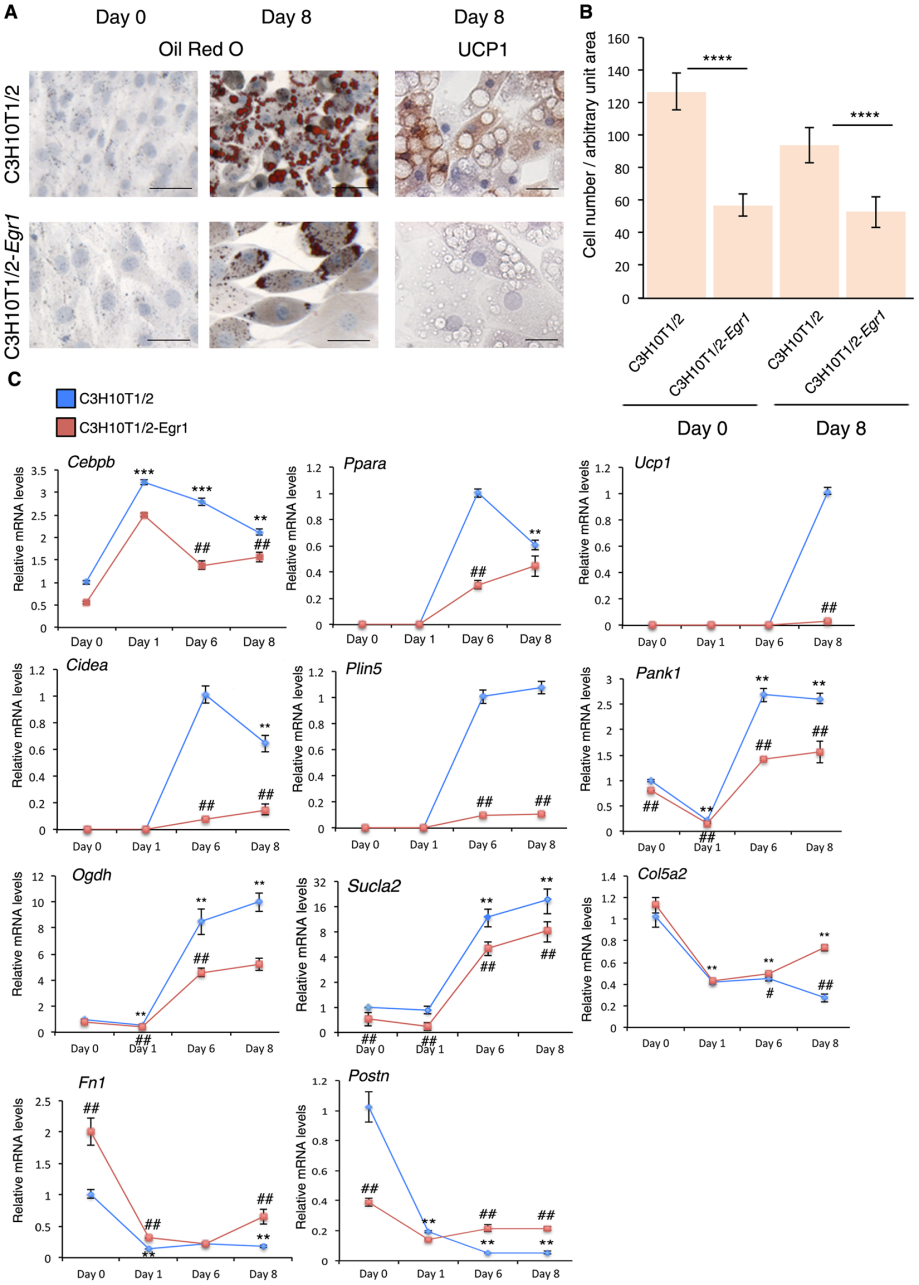
*Egr1* gain-of-function decreases beige adipocyte differentiation in mouse mesenchymal stem cells. (**A**) C3H10T1/2 and C3H10T1/2-*Egr1* cells subjected to beige adipocyte differentiation for 8 days were then stained with Oil Red O and Hematoxilin/Eosin at Day 0 (confluence) and Day 8, or immuno-stained with UCP1 antibody and counterstained with Hematoxilin/Eosin at Day 8. Scale bars: Oil red O staining 50 µm, UCP1 immunostaining 25 µm. (**B**) C3H10T1/2 and C3H10T1/2-Egr1 cell density at day 0 and after 8 days in beige differentiation medium. Graphs show means ± standard deviations of cell number from 10 pictures in each condition. The p-values were obtained using the Mann-Whitney test. Asterisks indicate the p-value ****P < 0.0001. (**C**) RT-qPCR analysis of the expression levels for the adipocyte transcriptional activators *Cebpb* and *Ppara*, the beige markers, *Ucp1*, *Cidea*, *Plin5*, *Pank1*, *Ogdh*, *Sucla2* and the extracellular components *Col5a2*, *Fn1* and *Postn* in C3H10T1/2 and C3H10T1/2-*Egr1* cells subjected to beige adipocyte differentiation. For each gene, the mRNA levels of the control C3H10T1/2 cells at Day 0 or from the first day of detection were normalised to 1. *Cebpb*, *Pank1*, *Ogdh*, *Sucla2*, *Col5a2*, *Fn1 and Postn* expression was detected from Day 0, *Ppara*, *Cidea* and *Plin5* expression was detected from Day 6, *Ucp1* expression was detected at day 8. The graphs show the relative levels of mRNAs in C3H10T1/2 and C3H10T1/2-*Egr1* cells at different time points (Day 0, Day 1, Day 6, and Day 8) of beige adipocyte differentiation compared to C3H10T1/2 cells at Day 0 or to C3H10T1/2 cells from the first day of gene detection. For each time point, graphs show means ± standard deviations of 6 samples. The p values were calculated using the Mann-Withney test. The relative mRNA levels were calculated using the 2^^−ΔΔCt^ method. Asterisks indicate the p-values of gene expression levels in C3H10T1/2-*Egr1* cells or C3H10T1/2 cells compared to Day 0 (*Ogdh* and *Col5a2*) or from the first day of gene detection (*Ppara*, *Cidea*, *Ucp1* and *Plin5*), **P < 0.01. ^#^Indicate the p-values of gene expression levels in C3H10T1/2-*Egr1* versus C3H10T1/2 cells, for each time point, ^#^P < 0.05, ^##^P < 0.01.

In order to assess whether EGR1 promotes the expression of ECM genes in mesenchymal stem cells in the context of adipocyte differentiation, we analysed the expression of *Col5a2*, *Fn1* and *Postn* in C3H10T1/2 and C3H10T1/2-*Egr1* cells during beige (Fig. 6D) and white (see Supplementary Fig. 7) adipocyte differentiation. The expression of *Col5a2*, *Fn1* and *Postn* genes was upregulated in *Egr1* overexpressing cells, showing that EGR1 activated the expression of ECM genes during adipocyte differentiation. The positive regulation of ECM genes by EGR1 during adipocyte differentiation was consistent with similar regulation in the context of fibrosis, atherosclerosis and tendon repair^32,52^. We conclude that forced EGR1 expression in mouse mesenchymal stem cells reduces beige marker expression, while promoting ECM gene expression.

In summary, the deletion of *Egr1* induces WAT browning by the release of the EGR1-mediated repression of the *Cebpb* and *Ucp1* promoters (Fig. 7A,B). *Egr1* loss-of-function causes the overexpression of the beige adipocyte differentiation genes *Cebpb* and *Ppargc1*, which both activate the expression of the thermogenic marker *Ucp1* through a recruitment to its promoter^18,53^ (Fig. 7B). In addition, the beige adipocytes metabolic genes *Dio2*, *Cidea*, *Plin*, *Pank1*, *Cox8b*, *Ogdh* and *Sucla2a* are also upregulated (Fig. 7B) to induce the browning of SC-WAT in *Egr1* ^−/−^ mice, without any cold stimulation or fasting. The expression of ECM genes is reduced in the context of Egr1 loss-of-function (Fig. 7B). Reciprocally, *Egr1* gain-of-function represses the expression of *Cebpb* and *Ucp1* presumably through the recruitment of EGR1 to their promoters (Fig. 7C). In addition, the beige adipocyte metabolic genes *Dio2*, *Cidea*, *Plin*, *Pank1*, *Cox8b*, *Ogdh* and *Sucla2a* are also downregulated (Fig. 7C), which prevents the differentiation of mesenchymal stem cells into beige adipocytes. The expression of ECM genes is enhanced in the context of *Egr1* gain-of-function (Fig. 7C).

**Figure 7:**
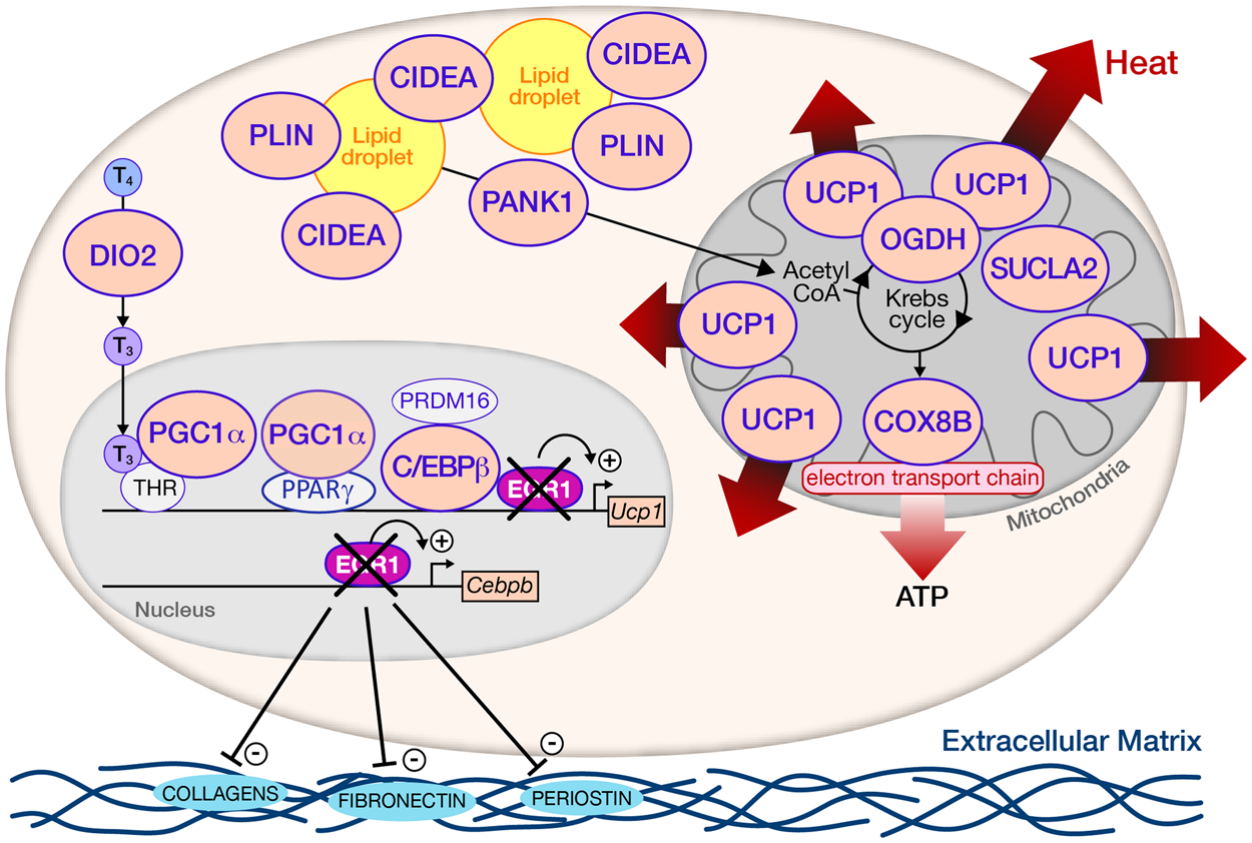
EGR1 regulates beige adipocytes differentiation, metabolism and extracellular matrix formation. *Egr1* loss-of-function upregulates the expression of genes encoding C/EBPß, PGC1α, UCP1, COX8B, SUCLA2, OGDH, CIDEA, PLIN5, PANK1 and DIO2, leading to a significant browning of SC-WAT in *Egr1* ^−/−^ mice. *Egr1* deletion downregulates the expression of genes encoding the ECM proteins Collagens, Fibronectin and Perisotin. Our study confirms the opposite correlation between adipose tissue browning and fibrogenesis.

The upregulated expression profile of beige differentiation markers and downregulated profile of ECM genes in *Egr1*-deficient WAT define a molecular signature of beige adipocyte differentiation program and constitute a protective signature against white adipocyte lipid accumulation. This study identifies *Egr1* deficiency as a therapeutic approach to counteract obesity.

## Methods

All experimental procedures using mice were conducted in accordance with the European guidelines (2010/63/UE) and were approved by the French National Ethic Committee for animal experimentation N°05 and are registered under the number 01789.02.

### Mouse lines

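*Egr1* lies on the plus strand of GRCm38 chromosome 18, from 34859823 to 34864984. Its longer annotated transcript has 2 exons, of 1964 and 2520 bases. The 5′ untranslated region covers 1666 bases of exon 1, from 34859823 to 34861488. The coding sequence takes the last 298 bases of exon 1 and the first 1301 bases of exon 2. The deposited counts are per gene, so the reads that remain on *Egr1* in *Egr1* -/- mice cannot be assigned to a part of the transcript.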

The *Egr1* gene was inactivated by homologous recombination with insertion of the *LacZ* coding sequence within the *Egr1* 5′ untranslated region in addition to a frameshift mutation upstream of the DNA-binding domain of *Egr1* ^54^. The line was maintained on a C57BL/6 J background (Janvier, France). All animals were kept under controlled photo-period (lights on 08:00–20:00 hours) and a diet of commercial rodent chow and tap water *ad libitum*.

Age-matched groups of 2-week-old, 1-month-old and 4-month-old *Egr1* ^+/+^ and *Egr1* ^−/−^ female mice derived from heterozygous intercrosses of *Egr1* ^+/−^ were used for the RNA-sequencing, RT-qPCR and immunostaining experiments.

For the RNA-sequencing experiments, we used 3 *Egr1* ^+/+^ and 3 *Egr1* ^−/−^ female mice from 4 different litters. Among these animals, 1 *Egr1* ^+/+^ and 1 *Egr1* ^−/−^ mice were littermates.

For the RT-qPCR experiments, we used 5 *Egr1* ^+/+^ and 5 *Egr1* ^−/−^ 2-week-old female mice from 7 different litters. Among them, 1 *Egr1* ^+/+^ and 1 *Egr1* ^−/−^ mice were littermates. We used 6 *Egr1* ^+/+^ and 5 *Egr1* ^−/−^ 4-month-old female mice from 8 different litters.

For the immunostainings experiments, we used 3 *Egr1* ^+/+^ and 2 *Egr1* ^−/−^ 1-month-old female mice. Among them, 2 *Egr1* ^+/+^ and 2 *Egr1* ^−/−^ were littermates. We used 3 *Egr1* ^+/+^, 3 *Egr1* ^−/−^ and 2 *Egr1* ^+/−^ 4-month-old female mice. Among these mice, 1 *Egr1* ^+/+^, 1 *Egr1* ^−/−^ and 1 *Egr1* ^+/−^ were littermates.

### *In situ* hybridization to adipose tissue sections

Inguinal subcutaneous fat pads were isolated from 1-month-old female mice, fixed in 4% paraformaldehyde overnight and processed for *in situ* hybridization to 6 mm wax tissue sections as previously described^55^. The digoxigenin-labeled mouse *Egr1* probe was used as previously described^54^.

### RNA isolation, sequencing and transcriptomic analysis

Fresh inguinal subcutaneous fat pads were removed from 2-week-old euthanized *Egr1* ^+/+^ (N = 3) and *Egr1* ^−/−^ (N = 3) female mice and homogenized using a mechanical disruption device (Lysing Matrix A, Fast Prep MP1, 4 × 30 s, 6 m.s^−1^). Total RNA was isolated using the RNeasy mini kit (Qiagen) with 15 min of DNase I (Qiagen) treatment according to the manufacturer’s protocol. Preparation of cDNA libraries and sequencing was performed at the “Ecole Normale Supérieure” Genomic Platform (Paris, France). Ribosomal RNA depletion was performed with the Ribo-Zero kit (Epicentre), using 500 ng of total RNA. Libraries were prepared using the strand specific RNA-Seq library preparation ScriptSeq V2 kit (Epicentre). 51-bp paired-end reads were generated using a HiSeq. 1500 device (Illumina). A mean of 56.9 ± 6.3 million reads passing the Illumina quality filter were obtained for each of the 6 samples. Reads were mapped against the *mus musculus* reference genome (UCSC Dec. 2011, GRCm38/mm10) using TopHat v2.1.0^56^, Bowtie (v2.2.5)^57^, and the Release M8 (GRCm38.p4) GTF annotations as a guide. Read counts were assigned to gene features using Feature Counts v1.4.6.p5^58^ and differential expression analysis was performed with DESeq. 2 v1.6.3^59^. Full details of the Galaxy workflow used in this study can be retrieved via the following link: https://mississippi.snv.jussieu.fr/u/emmanuellehavis/w/copy-of-grasostendon-differential-expression-2. Gene Ontology analysis on differentially expressed genes (Padj < 0.05) was performed with DAVID Bioinformatic Resources 6.8^60^. Sequencing data was uploaded to the Gene Expression Omnibus (GEO) database under the accession number GSE91058.

### RNA isolation, Reverse-Transcription and quantitative real time PCR

Fresh inguinal subcutaneous fat pads were removed from 2-week-old and 4-month-old euthanized *Egr1* ^+/+^ and *Egr1* ^−/−^ female mice and homogenized using a mechanical disruption device (Lysing Matrix A, Fast Prep MP1, 4 × 30 s, 6 m.s^−1^). Total RNA was isolated using the RNeasy mini kit (Qiagen) with 15 min of DNase I (Qiagen) treatment according to the manufacturer’s protocol.

For RT-qPCR analyses, 500 ng RNA was Reverse-Transcribed using the High Capacity Retrotranscription kit (Applied Biosystems). Quantitative PCR was performed using SYBR Green PCR Master Mix (Applied Biosystems) using primers listed in Supplementary Table 1. We used *Actb* as housekeeping gene for the analysis of the SC-WAT from 2-week-old mice and *Rplp0* for the analysis of the SC-WAT from 4-month-old mice and C3H10T1/2 and C3H10T1/2-*Egr1* cells. The relative mRNA levels were calculated using the 2^−ΔΔCt^ method^61^. The ΔCt values were obtained by calculating the differences: Ct(gene of interest) – Ct(housekeeping gene) in each sample. We obtained the ΔΔCt values by calculating the differences between ΔCt(Experiment) and the average of ΔCt(control) values. For mRNA level analysis in SC-WAT, *Egr1* ^−/−^ values were considered as experimental and *Egr1* ^+/+^ as controls. The controls were normalized to 1.

5 to 6 independent RNA samples of 2-week-old and 4-month-old *Egr1* ^+/+^ and *Egr1* ^−/−^ female mice were analysed in duplicate. For mRNA level analysis in cell cultures, C3H10T1/2-*Egr1* values were considered as experimental and C3H10T1/2 as controls. 6 independent RNA samples were analysed in duplicate for each time point.

### Chromatin Immunoprecipitation

ChIP assays were performed with previously reported protocol^62^ on the inguinal subcutaneous adipose tissue isolated from 60 2-week-old mice, homogenized using a mechanical disruption device (Lysing Matrix A, Fast Prep MP1, 3 × 30 sec). 8 µg of the rabbit polyclonal anti-Egr-1/Krox24 (C-19) antibody (Santa Cruz Biotechnology) or 8 µg of the goat anti-mouse IgG2b (Southern biotechnology) were used to immunoprecipitate 30 µg of sonicated chromatin. ChIP products were analyzed by quantitative PCR. 15 µg of chromatin was isolated before chromatin immunoprecipitation, to be used as positive control for the PCR experiments (Input). ChIP products and Inputs were analyzed by quantitative PCR to amplify the promoter regions upstream the *Cebpb* (−660 bp; −530 bp), *Ppargc1a* (−860 bp; −730 bp), *Ucp1* (−170 bp; + 20 bp) *and Gapdh* (−2,9 Kb; −2,7 Kb; negative control) coding sequences. qPCR amplicons were loaded on a 1% agarose gel. The primer list is displayed in Supplementary Table 1.

### Immunohistochemistry

Fresh inguinal subcutaneous fat pads were removed from 1-month-old and 4-month-old euthanized *Egr1* ^+/+^ and *Egr1* ^−/−^ female mice, fixed in 4% formaldehyde overnight at 4 °C and processed for immunohistochemistry on 12 µm wax tissue sections, as previously described^63^. After wax removal, for UCP1 immunodetection, heat-induced epitope retrieval was performed by incubating sections 5 min at 95 °C in Glycine-HCl buffer (0.05 M Glycine, pH3.5). UCP1 protein was detected using rabbit polyclonal antibody (1:200, ab10983, Abcam), followed by secondary anti-rabbit HRP conjugate antibody (1:200, 170-6515, Biorad) and DiaminoBenzidine Tetra-Hydrochloride protocol (DAB) staining or followed by secondary anti-rabbit fluorescent antibody (1:200, Goat anti-Rabbit Alexa 488, A11008, Invitrogen) staining.

For fibronectin immunodetection, heat-induced epitope retrieval was performed by incubating sections 7 min at 95 °C in citrate buffer (10 mM, pH 6). Fibronectin protein was detected using mouse monoclonal antibody (1:200, F7387, Sigma), followed by secondary anti-mouse fluorescent antibody (1:200, Goat anti-Mouse Alexa 555, A21422, Invitrogen) staining.

Nuclei were visualised either by Hematoxylin & Eosin (H&E) histological staining using a standard protocol or by DAPI staining according to manufacturer’s instructions (DAPI, D9542, Sigma).

C3H10T1/2 and C3H10T1/2-Egr1 cells were cultured in beige or white adipocyte differentiation medium for 8 and 10 days, respectively, on cover slips. Cells were fixed with 4% Paraformaldehyde (Sigma) for 15 min. UCP1 protein was detected using rabbit polyclonal antibody (1:200, ab10983, Abcam), followed by secondary anti-rabbit HRP conjugate antibody (1:200, 170-6515, Biorad) and DiaminoBenzidine Tetra-Hydrochloride protocol (DAB) staining. Hematoxylin & Eosin (H & E) histological staining was performed using a standard protocol.

### Cell number measurements

All cell number measurements were performed using the free software ImageJ (Rasband, W.S., ImageJ, U. S. National Institutes of Health, Bethesda, Maryland, USA, http://imagej.nih.gov/ij/, 1997–2012).

To quantify the number of white and beige adipocytes in SC-WAT of *Egr1* ^+/++/+^ and *Egr1* ^−/−^ mice, cell number was counted per arbitrary unit area on sections originating from 1-month-old and 4-month-old female mice. The beige adipocytes were identified by the expression of UCP1 detected by immunodetection with DAB staining or fluorescent staining and by the multilocular aspect of the lipid droplets combined with positive Hematoxylin or DAPI nucleus staining. The white adipocytes were identified both by a unilocular lipid droplet and positive DAPI staining.

The number of beige and white cells in 1-month-old mice was counted from 10 sections originating from 6 fat pads of 2 *Egr1* ^+/+^ mice and from 11 sections originating from 4 fat pads of 2 *Egr1* ^−/−^ mice. The number of beige and white cells in 4-month-old mice was counted from 13 sections originating from 6 fat pads of 3 *Egr1* ^+/+^ mice, from 14 sections originating from 6 fat pads of 3 *Egr1* ^−/−^ mice and from 8 sections originating from 4 fat pads of 2 *Egr1* ^+/−^ mice.

To quantify the total number of cells in SC-WAT of *Egr1* ^+/+^ and *Egr1* ^−/−^ mice, the number of DAPI + cells was counted per arbitrary unit area on sections originating from 1-month-old and 4-month-old female mice. The number of DAPI + cells in 1-month-old mice was counted from 9 sections originating from 6 fat pads of 3 *Egr1* ^+/+^ mice and from 11 sections originating from 4 fat pads of 2 *Egr1* ^−/−^ mice. The number of DAPI + cells in 4-month-old mice was counted from 11 sections originating from 6 fat pads of 3 *Egr1* ^+/+^ mice, from 12 sections originating from 6 fat pads of 3 *Egr1* ^−/−^ mice and from 8 sections originating from 4 fat pads of 2 *Egr1* ^+/−^ mice.

To quantify the number of C3H10T1/2 and C3H10T1/2-Egr1 cells at Day 0 and Day 8 of beige adipocyte differentiation conditions the number of Hematoxylin-positive cells was counted per unit area from 10 wells for each condition.

### Cell cultures

Mouse mesenchymal stem cells, C3H10T1/2^64^ and the stable *Egr1* overexpressing counterparts, C3H10T1/2-Egr1^32^ cells, were plated to 6-well plates at a density of 330,000 cells/well and grown in Dulbecco’s Modified Eagle’s Medium (DMEM, Invitrogen) supplemented with 10% foetal bovine serum (FBS, Sigma), 1% penicillin-streptomycin (Sigma), 1% Glutamin (Sigma), 800 μg/ml G418 Geneticin (Sigma) and incubated at 37 °C in humidified atmosphere with 5% CO_2_.

Confluent cells were cultured in beige differentiation induction medium for 2 days and in beige maturation medium for 6 days according to published protocols^65^. Day 0 corresponds to the addition of beige differentiation induction medium on confluent cells. Beige differentiation induction medium includes DMEM, 10% FBS, 1% penicillin-streptomycin, 10 µg/mL Insulin (Sigma), 0.25 µM Dexamethasone (Sigma), 0.5 mM 3-Isobutyl-1-methylxanthine (IBMX, Sigma), 50 nM 3.3′,5-Triiodo-L-thyronine sodium salt (T_3_, Sigma), 20 µM Curcumin (Sigma). The beige maturation medium comprises DMEM, 10% FBS, 1% penicillin-streptomycin, 10 µg/mL Insulin (Sigma), 50 nM 3,3′,5-Triiodo-L-thyronine sodium salt (T_3_, Sigma), 20 µM Curcumin (Sigma), 1 µM Rosiglitazone (Sigma). The maturation medium was changed every 2 days. Cells subjected to beige adipocyte differentiation medium were fixed for histological analysis or lysed for gene expression analysis at Day 0, Day 1, Day 6 and Day 8.

Confluent cells were cultured in white differentiation induction medium for 2 days and in white maturation medium for 8 days. Day 0 corresponds to the addition of white differentiation medium. White differentiation induction medium includes DMEM, 10% FBS, 1% penicillin-streptomycin, 10 µg/mL Insulin (Sigma), 0.25 µM Dexamethasone (Sigma), 0.5 mM 3-Isobutyl-1-methylxanthine (IBMX, Sigma), 30 nM 3.3′,5-Triiodo-L-thyronine sodium salt (T_3_, Sigma). The white maturation medium comprises DMEM, 10% FBS, 1% penicillin-streptomycin and 10 µg/mL Insulin (Sigma). The maturation medium was changed every 2 days. Cells subjected to white adipocyte differentiation medium were stopped at Day 0, Day 1, Day 4 and Day 10 for histological and gene expression analysis by RT-qPCR.

### Oil Red O staining

C3H10T1/2 and C3H10T1/2-Egr1 cells were cultured in beige or white adipocyte differentiation medium for 8 and 10 days, respectively. Cells were fixed with 4% Paraformaldehyde (Sigma) for 15 min and washed twice with excess distilled H_2_O (Millipore). 60% Isopropanol was added for 5 min and replaced with an Oil Red O (Sigma) staining mixture, consisting of Oil Red O solution (0.5% Oil Red O dye in Isopropanol) and water in a 6:4 ratio, for 15 min. Cells were rinsed three times in distilled H_2_O, followed by a standard Hematoxylin & Eosin staining protocol.

### Statistical analyses

Data was analysed using the non-parametric Mann-Withney test or ANOVA test with Graphpad Prism V6. Results are shown as means ± standard deviations. The p-values are indicated either with the value or with * or #.

## Electronic supplementary material

Supplementary figures

How the deposited data were processed for this re-analysis (not part of the article)

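RNA was measured in the inguinal SC-WAT of 3 *Egr1* +/+ and 3 *Egr1* -/- 2-week-old female mice, 1 library per mouse. The authors mapped the reads with TopHat and Bowtie, guided by the GENCODE M8 annotation, assigned them to genes with featureCounts, and deposited raw read counts per gene without normalization. The paper's text does not name the strand or multimapping settings of featureCounts. The deposited values are whole numbers, with the same 47069 gene identifiers in each sample. The genotype of each sample was taken from its sample record. No sample was left out. The RT-qPCR, chromatin immunoprecipitation, immunostaining and cell culture experiments were not analysed here.

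Genes were named through the GENCODE M21 annotation of GRCm38 by Ensembl identifier without the version, which matched 46574 of 47069 genes. Coordinates come from the same annotation. Between 29661984 and 42357981 counts per mouse fell on genes, a large share of them on mitochondrial genes. At this depth *Egr1*, with a mean of 2.55 CPM in *Egr1* -/- mice, had between 57 and 103 counts in each of them.

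Counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM normalization, filterByExpr and the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. CPM on the log2 scale used a prior count of 2. Standard errors of the quasi-likelihood fits were the size of the log2 fold change over the square root of the F statistic. DESeq2 1.42.0 and limma 3.58.1 served for alternatives, and limma's camera for gene sets with a preset inter-gene correlation of 0.01. The Reactome pathways came with fgsea 1.28.0, and those with 10 to 500 tested genes were used. Marker lists of 12 cell types and processes were written down before the test. Sequence identity between pseudogenes and other transcripts was measured with blastn 2.17.0. Genes near *Egr1* were those within 10 Mb, and their share of calls was compared with 10000 circular shifts of the gene order. With 3 mice against 3, exact two-sided permutation tests cannot give a p below 0.1.

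The tests were tried on simulated data, drawn with the means, dispersions and library sizes of the real counts and 200 changed genes of at least moderate expression, in 3 simulations for each effect size. The quasi-likelihood test recovered 74.2% of the genes changed by 1 on the log2 scale, with 9.00% of its calls false, and 99.3% of those changed by 2. DESeq2 recovered 87.3% and 99.2%, with 18.2% and 17.1% of its calls false. The simulated counts carried no variation beyond the fitted dispersions, so these rates need not hold in the real counts. Camera gave a p under 0.05 in 5 of 199 sets without an effect. Correlation between genes was not among the properties taken from the real counts, so this rate cannot show whether the preset correlation is large enough.

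The main comparison had no covariate. The replicate numbers come from the deposited sample labels, and the paper does not say which mice were littermates, so a fit with the replicate number as a block is given as an alternative. The pairing was checked by correlating the deviations of mice from their genotype means and ranking the same-numbered matching among the 6 possible ones, a ranking added after the correlations had been seen. Removing the genotype means ties the mean of the different-numbered pairs to that of the same-numbered pairs, so these were not compared with each other. The test, the alternatives, the marker lists and the rule for naming genes were fixed before the data were examined, apart from those described as added. The alternatives were DESeq2 with and without its fold-change prior, limma-voom, upper-quartile, RLE and total-count normalization, other filters on low counts, leaving out the 10 most counted genes, the replicate block, and leaving out each mouse. For gene sets an estimated inter-gene correlation was tried, and for pathways another background, smaller pathways and the DESeq2 calls. For genes near *Egr1*, other windows, Fisher's exact test and the DESeq2 calls were tried. The likelihood ratio test, robust shrinkage and a skeletal muscle covariate were added after the number of calls and the variation in muscle markers had been seen. Named genes are those the paper names for this experiment, the *Egr* family and its corepressors, and up to 5 increased and 5 decreased genes past the threshold with the largest change and full separation of the genotypes. Genes of Fig. 3A and Fig. 4A are named only where they differ from the figure, and set members only as the 3 with the lowest p. Genes named in the closing section for their copies or imprinting were chosen after seeing the values.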

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

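The tests on pseudogene copies and the counts of splits for the marker sets were chosen after the results were seen.

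*Eif3s6-ps2*, *Gm8822* and *Trim67* drew attention because they are the genes past the threshold in edgeR and the paper's text does not discuss them. Their log2 fold changes were 6.79, 4.47 and 1.65, each with an adjusted p of 0.0473 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each was higher in every *Egr1* -/- mouse than in every *Egr1* +/+ mouse. *Eif3s6-ps2* and *Gm8822* are processed pseudogenes with near-identical parent genes, *Eif3e* and *Actr3*. Another copy of *Eif3e*, *Eif3s6-ps4*, had a log2 fold change of 3.57 (adjusted p = 0.0879 from the same test). If reads of the parents had spilled over because the parents rose, the parents would be higher, but the highest log2 fold change of the 2 parents was -0.073. For embryonic stem cell DNA around the targeted locus, 0 of the copies and parents annotated in the reference lie within 20 Mb of *Egr1*, but a copy carried only by that strain would be missing from the reference, so this explanation remains open. *Eif3s6-ps2* shares chromosome 18 with *Egr1* at a distance of 55.5 Mb. Genes with at most 1 count in each mouse of one group and at least 10 in each of the other were counted in the 4 splits that part all same-numbered pairs. The real split gave 1 gene, *Eif3s6-ps2*, and no other split gave any. The bounds were set after its counts had been seen, so this outcome was fixed in advance. *Gm8822*, with 11 to 15 counts in *Egr1* +/+ mice, cannot meet them. With 4 splits the count also cannot separate the pattern from a chance arrangement of the mice. Strain segments near *Egr1* or elsewhere in the genome may carry expressed copies that the reference lacks, which was not tested, so the higher counts of the pseudogenes cannot be told apart from a strain difference or from reads shared with other copies. For *Trim67* the tests made for all genes apply, and no explanation of its own was tested.

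Macrophage markers were lower in *Egr1* -/- SC-WAT, a cell type the paper does not examine in these data. The median log2 fold change was -0.48, 10 of 10 markers were lower, and camera with its preset correlation gave an adjusted p of 4.8e-04 with Benjamini-Hochberg adjustment over the marker sets. On average over the markers, the *Egr1* +/+ mice had log2 CPM of 3.92, 4.63 and 4.33, and the *Egr1* -/- mice 4.15, 3.75 and 3.73, so *Egr1* -/- replicate 1 lay above *Egr1* +/+ replicate 1. Without *Egr1* +/+ replicate 2 the median log2 fold change was -0.25 (adjusted p = 0.0446 from camera with Benjamini-Hochberg adjustment). With an estimated correlation the set no longer passed. In 2 of the 4 splits that part all same-numbered pairs the p was as small, the real one included, so a chance arrangement of the mice cannot be excluded. No technical explanation specific to macrophages was tested.

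B cell markers were higher, also outside what the paper examines. The median log2 fold change was 0.52, 10 of 10 markers were higher, and the adjusted p was 0.00436 from camera with Benjamini-Hochberg adjustment. On average over the markers, the *Egr1* +/+ mice had log2 CPM of 3.31, 3.32 and 3.37, and the *Egr1* -/- mice 3.10, 4.45 and 3.91, so 2 of the 3 *Egr1* -/- mice were higher. Without *Egr1* -/- replicate 2 the median was 0.20 and no longer passed. The p was as small in 2 of the 4 splits, the real one included. T cell markers followed the same mice, with 3.46, 3.49 and 3.58 in *Egr1* +/+ and 2.91, 4.53 and 3.90 in *Egr1* -/- mice. All 10 were higher, with a median log2 fold change of 0.37 (adjusted p = 0.159 from the same test), and 0.74 without *Egr1* -/- replicate 1, where they passed. A lymph node inside the fat pads of *Egr1* -/- replicates 2 and 3 may give this joint pattern, but the B cell markers are the observation itself and cannot test it, and nothing here tells it from a change in the tissue.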

How the results depend on the processing

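Tests added after the result was seen are named as added, and the cause of a change was not tested unless a value is given.

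The number of genes past the threshold was 3, all increased. It was 342 in DESeq2 with or without the fold-change prior (133 increased, 209 decreased), 1 in limma-voom (1 increased), 0 with upper-quartile normalization (1902 at an unadjusted p under 0.05), 79 with total counts only (12 increased, 67 decreased) and 552 with no filter on low counts (243 increased, 309 decreased). It was 0 with at least 10 counts in every sample (1845 at an unadjusted p under 0.05) and 0 with the replicate block (1909), where 3 of the 6 possible matchings of the mice had a mean correlation as high as the same-numbered pairing. RLE normalization and leaving out the 10 most counted genes kept it at 3. Across the 6 fits that each left out a mouse it was 59 without *Egr1* -/- replicate 1 (16 increased, 43 decreased). It was 0 in every other one of these fits. The alternatives added after seeing the data gave 173 with the likelihood ratio test (61 increased, 112 decreased), 10 with robust shrinkage (9 increased, 1 decreased) and 6 with the muscle covariate (4 increased, 2 decreased). With total counts only the median log2 fold change of all genes was -0.147, against 0.001 with TMM, and its calls are to be read relative to that. Simulated data covered changes of 1 and 2 on the log2 scale, most of which the quasi-likelihood test called. In the real counts *Egr1* (-2.19), *Dio2* (1.91) and *Ucp1* (1.22) did not pass, so the simulated recovery cannot be taken as the power here. The power at smaller changes was not tested.

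The beige and adipogenesis genes past the threshold went from 0 to 11 in DESeq2 with or without the prior, 11 with no filter and 2 with total counts only. The ECM genes went from 0 to 8 in DESeq2 with or without the prior, 6 with no filter and 1 with total counts only, and from 0 to 1 across the fits that left out a mouse. The signalling genes went from 0 to 1, which is *Lep*, in DESeq2 with or without the prior and with no filter. The Fig. 3A genes went from 0 to 45 in DESeq2 with or without the prior, 45 with no filter and 3 with total counts only, and ran from 0 to 2 with a mouse left out. The Fig. 4A genes went from 0 to 41 in DESeq2 with or without the prior, 39 with no filter and 9 with total counts only, and ran from 0 to 10 with a mouse left out. The beige, adipogenesis and ECM genes and *Lep* kept their direction under each alternative that was not added later, and were not run under the 3 added ones. *Egr1* passed with log2 fold changes of -2.19 in DESeq2, -1.58 with the prior, -2.39 with total counts only and -2.18 with no filter, and ranged from -2.39 to -1.84 with a mouse left out, passing only without *Egr1* -/- replicate 1. The paper had found the beige, adipogenesis, ECM and figure genes with DESeq2 in the same mice. With no filter, the fit took the variation between mice from all genes together (prior degrees of freedom infinite, against 5.07 in the main fit). Otherwise the cause of each count was not tested.

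With an estimated inter-gene correlation in camera, the citric acid cycle (median 0.53), respiratory electron transport (0.29), extracellular matrix organization (-0.23) and collagen (-0.34) sets no longer passed, nor did 5 marker sets. The 4 sets kept direction and threshold with upper-quartile normalization, total counts only, both filters, the replicate block, without the 10 most counted genes and with each mouse left out, which with the estimated correlation are the alternatives run on them. The over-represented pathways went from 0 to 5 among increased and from 0 to 19 among decreased genes with the DESeq2 calls. With all tested genes as background or with smaller pathways 0 passed, which says nothing on stability, since the lists held no gene of a pathway.

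Some genes and sets reversed. With a mouse left out, *Pparg* ran from -0.19 to 0.0030, *Egr2* from -0.30 to 0.088, skeletal muscle markers from -3.02 to 0.67, T cell markers from -0.052 to 0.74, endothelial markers from -0.163 to 0.122, mammary epithelium from -0.39 to 0.55, generic adipocytes from -0.076 to 0.060 and proliferation from -0.50 to 0.14. The endothelial median was -0.17 with total counts only and -0.014 with the replicate block, the mammary epithelium 0.00035 with no filter and 0.10 with the replicate block, generic adipocytes 0.032 without the 10 most counted genes, and immediate-early genes -0.047 with total counts only. The median of all genes under total counts only was -0.147. The immediate-early median lies above it, so that reversal follows the shift of all genes. The endothelial median lies close to it but below, so the shift alone does not give its sign. It also reversed with the replicate block, where the median of all genes was 0.001. The cause of the others was not tested. Among the named genes without *Egr1*, DESeq2 brought 20 past the threshold, no filter 18 and total counts only 3. These are the beige, adipogenesis and ECM genes and *Lep* already counted above, and no further named gene was brought past it. DESeq2 gave no adjusted p for *Eif3s6-ps2* and *Egr3*. With the replicate block *Eif3s6-ps2*, *Gm8822* and *Trim67* no longer passed. The depth limits *Fgf21* and *Egr4*, whose counts were too few to test.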

Differences from the paper's values

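The paper reports 336 differentially expressed genes from DESeq2 at an adjusted p under 0.05, and 3 were found with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2 with and without the fold-change prior gave 342. None of the others closed the gap, so it goes with the choice of method. The paper reports 132 increased genes, against 3 here, and DESeq2 with and without the prior gave 133. The paper reports 204 decreased genes, against 0 here with 990 at an unadjusted p under 0.05, and DESeq2 with and without the prior gave 209. For both directions no other alternative, among them limma-voom, the other normalizations, the filters, the replicate block and leaving out each mouse, closed the gap. The likelihood ratio test, chosen after seeing the values, gave 173 genes and did not close it either.

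Values of the figures were read by eye, and a gap counts as closed when the values differ by no more than the standard error under that setting. Both values come from the same mice, so this is only a yardstick and does not measure how far 2 analyses should differ. The paper used all mice, so a gap closed by leaving out a mouse does not explain the paper's value. With the fold-change prior of DESeq2, the median absolute difference from the figures was 0.0025 in Fig. 3A, with 1 of 45 genes differing, and 0.0021 in Fig. 4A, with 0 of 42 differing. With edgeR's quasi-likelihood test it was 0.118 in Fig. 3A, with 5 of 45 differing, and 0.0899 in Fig. 4A, with 1 of 42 differing. For *Dio2* the paper's log2 fold change is about 1.4 in Fig. 3A, against 1.91 here, and the DESeq2 prior (1.01) did not close the gap. Leaving out *Egr1* +/+ replicate 2 (1.63) or *Egr1* -/- replicate 3 (1.60) was the only alternative under which *Dio2* came within its standard error. For *Acot11* the paper's value is about 1.2 in Fig. 3A against 1.45, and with the prior it was 1.17. The gap also closed with total counts only (1.30) and without *Egr1* +/+ replicate 3 or *Egr1* -/- replicate 3, and without *Egr1* +/+ replicate 2 or *Egr1* -/- replicate 1 only through a larger standard error. For *Pm20d1* the paper's value is about 1.1 in Fig. 3A against 1.49, with the prior 1.05, and the gap also closed without *Egr1* -/- replicate 3, and with total counts only (1.38) only through a larger standard error. For *Dhrs9* the paper's value is about 0.97 in Fig. 3A against 1.36, and with the prior it was 0.97. The gap also closed with total counts only (1.21) and without *Egr1* +/+ replicate 2 or 3 or *Egr1* -/- replicate 1 or 3. For *Dhrs11* the paper's value is about 0.80 in Fig. 3A against 1.01, with the prior 0.80 and with total counts only 0.86, which closed the gap. DESeq2 (1.02) and no filter (1.03) gave *Dhrs11* values farther from the paper's, which fall within it only because their standard errors were larger. Without *Egr1* +/+ replicate 1 or 3 or *Egr1* -/- replicate 3 the gap closed, and without *Egr1* -/- replicate 1 only through a larger standard error. For *Pcdhb14* the paper's value is about -0.75 in Fig. 4A against -0.94, and with the prior it was -0.74. DESeq2 (-0.94) and no filter (-0.93) left the value of *Pcdhb14* nearly where it was and fall within the paper's only through larger standard errors, as do the fits without *Egr1* +/+ replicate 1 or *Egr1* -/- replicate 1. Without *Egr1* +/+ replicate 2 or *Egr1* -/- replicate 2 the gap of *Pcdhb14* closed. None of the other alternatives closed these gaps. Total counts only, which lowers the median log2 fold change of all genes, made 39 of the 42 genes of Fig. 4A differ, with a median absolute difference of 0.264. In Fig. 3A the same setting left 1 of 45 genes differing, with a median absolute difference of 0.0433.

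The paper states that leptin expression was not modified. *Lep* had a log2 fold change of -0.57 and was lower in every *Egr1* -/- mouse, with an adjusted p of 0.256 in edgeR's quasi-likelihood test and 0.0203 in DESeq2, both with Benjamini-Hochberg adjustment.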

Other observations

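The tests on GC content, DESeq2 splits, imprinted genes, the splits of gene sets and the split with skeletal muscle were chosen after the results were seen, as were the bound of 0.2 on correlations and the use of DESeq2 calls near *Egr1*.

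Among relatives of *Egr1*, *Egr3* had a log2 fold change of 1.02 (adjusted p = 0.331), *Egr2* of -0.06 (0.962), *Nab1* of -0.23 (0.566) and *Nab2* of -0.31 (0.651), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and *Egr4* was not tested. *Pnpla2*, which encodes ATGL, changed by 0.27 (adjusted p = 0.586 from the same test). The correlation of log2 CPM between mice ran from 0.963 to 0.979.

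Explanations for the genes called different were tested against all tested genes. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change was 0.0749 with mean expression, -0.0111 with exon length and 0.11 with GC content, all below 0.2 in size. The number of calls stayed at 3 without the 10 most counted genes. For handling of the tissue, immediate-early genes other than *Egr1* had a median log2 fold change of 0.11, and for the time of day, clock output genes had 0.31, neither past the threshold with all mice. Without *Egr1* +/+ replicate 3 the immediate-early genes passed (median 0.18, adjusted p = 0.0121), and without *Egr1* -/- replicate 1 the clock output genes did (median 0.38, adjusted p = 0.0238), both from camera with Benjamini-Hochberg adjustment, so handling and time of day are not fully excluded. For DNA of the stem cell strain around *Egr1*, 3 of 158 genes within 10 Mb were called by DESeq2, 1.90% against 1.94% of all genes (one-sided p = 0.588, permutation test by circular shifts), and 0 of 158 by edgeR. A lymph node in the fat pads could not be excluded, given the B cell median of 0.52.

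In edgeR, 2 of the 4 splits of the 6 mice that part all same-numbered pairs gave as many genes past the threshold as the genotypes, the real one included. The other is *Egr1* +/+ replicates 1 and 2 with *Egr1* -/- replicate 3 against the rest, which mixes the genotypes and gave 17 genes. In DESeq2, 1 of the 4 gave as many as 342, and that mixed split gave 137. The 6 splits that part fewer pairs gave 0 to 1 genes in edgeR and 0 to 46 in DESeq2. At an unadjusted p under 0.05 the genotypes gave 1884 genes in edgeR and the other 9 splits between 221 and 1182. A candidate explanation of the mixed split is skeletal muscle attached to some fat pads, since its muscle markers differed by a median of 3.46 on the log2 scale and 5 of 15 passed. Over all 10 splits the genotypes thus ranked first in DESeq2 and at an unadjusted p, and behind the mixed split in edgeR's adjusted calls. The share of 4 splits, or of 10, cannot fall under 0.05, so this count could not have excluded a chance arrangement of the mice.

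The set results were compared over the same splits. The real split had the smallest camera p of the 4 for the citric acid cycle (1 of 4), extracellular matrix organization (1 of 4), collagen (1 of 4) and the stromal progenitor markers (1 of 4), and 2 of 4 were as small for respiratory electron transport. Over all 10 splits the real one kept the smallest p for the citric acid cycle, extracellular matrix organization and the stromal progenitor markers, but not for the other sets. The smallest p of a mixed split was 2.794e-10 for the citric acid cycle, 4.898e-20 for respiratory electron transport and 7.777e-06 for collagen. These splits still set 2 mice of one genotype and 1 of the other against the reverse, so their p-values can carry part of a genotype difference and do not measure how the preset correlation behaves without one.

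Lower ECM genes may reflect fewer stromal cells in the *Egr1* -/- fat pads. Markers of stromal progenitors that are not matrix genes fell too, with a median log2 fold change of -0.48, 12 of 12 lower and an adjusted p of 1.722e-05 (camera with Benjamini-Hochberg adjustment), and did not pass with an estimated correlation. The fall of ECM genes cannot be told apart from a change in cell composition.

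Higher beige and citric acid cycle genes were tested against muscle and adipocyte content. Skeletal muscle markers had a median log2 fold change of -0.71 and generic adipocyte markers of -0.062, with camera adjusted p-values of 0.274 and 0.899 (Benjamini-Hochberg), so neither changed past the threshold. Camera's direction for the adipocyte markers was upward although their median was negative. With a mouse left out the medians ran from -3.02 to 0.67 for muscle and from -0.076 to 0.060 for adipocytes. Their signs therefore do not exclude a higher content of either. Muscle content varied between mice, with mean log2 CPM of 5.93, 7.00 and 3.46 in *Egr1* +/+ and 2.75, 4.40 and 7.15 in *Egr1* -/- mice. In the RNA sequencing data a shift toward more oxidative adipocytes in *Egr1* -/- mice remains a hypothesis, since it was seen and tested in the same mice. The paper also reports higher beige genes by RT-qPCR and a larger proportion of beige adipocytes in sections, which were not analysed here.

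*H19* fell from 731 ± 96.5 to 372 ± 100.5 CPM (SD, n = 3 in each group), a log2 fold change of -0.97, and *Cdkn1c* and *Klf14* changed by -0.67 and -1.68. Their adjusted p-values were 0.176, 0.151 and 0.160 in edgeR's quasi-likelihood test, above the threshold. In DESeq2 they were 1.4e-04, 0.0050 and 3.6e-04, also with Benjamini-Hochberg adjustment. *H19*, *Cdkn1c* and *Klf14* are imprinted genes that the paper's text does not discuss. A candidate explanation is a joint fall of imprinted growth genes, as 17 of 20 others were lower. Their median log2 fold change was -0.32 (camera p = 1.019e-04, unadjusted), which did not pass with an estimated correlation. The median ran from -0.52 to -0.18 with each mouse left out. Of the 4 splits that part all same-numbered pairs, the real one had the smallest camera p, but over all 10 splits it did not. Setting *Egr1* +/+ replicates 1 and 3 with *Egr1* -/- replicate 1 against the rest gave a camera p of 2.975e-08. The pattern was noticed and tested in the same mice, and other explanations were not tested.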
